# *In vitro* caloric restriction induces protective genes and functional rejuvenation in senescent SAMP8 astrocytes

**DOI:** 10.1111/acel.12259

**Published:** 2015-02-25

**Authors:** Silvia García-Matas, Rajib K Paul, Patricia Molina-Martínez, Hector Palacios, Vincent M Gutierrez, Rubén Corpas, Mercè Pallas, Rosa Cristòfol, Rafael de Cabo, Coral Sanfeliu

**Keywords:** astrocytes, caloric restriction, mitochondria, oxidative stress, RNA microarrays, SAMP8

## Abstract

Astrocytes are key cells in brain aging, helping neurons to undertake healthy aging or otherwise letting them enter into a spiral of neurodegeneration. We aimed to characterize astrocytes cultured from senescence-accelerated prone 8 (SAMP8) mice, a mouse model of brain pathological aging, along with the effects of caloric restriction, the most effective rejuvenating treatment known so far. Analysis of the transcriptomic profiles of SAMP8 astrocytes cultured in control conditions and treated with caloric restriction serum was performed using mRNA microarrays. A decrease in mitochondrial and ribosome mRNA, which was restored by caloric restriction, confirmed the age-related profile of SAMP8 astrocytes and the benefits of caloric restriction. An amelioration of antioxidant and neurodegeneration-related pathways confirmed the brain benefits of caloric restriction. Studies of oxidative stress and mitochondrial function demonstrated a reduction of oxidative damage and partial improvement of mitochondria after caloric restriction. In summary, caloric restriction showed a significant tendency to normalize pathologically aged astrocytes through the activation of pathways that are protective against the age-related deterioration of brain physiology.

## Introduction

Astrocytes are now known to be more relevant to brain function than once thought. Their central role in brain homeostasis (Bélanger *et al*., 2011) and their partnering with neurons in synapsis transmission (Perea *et al*., 2009) implies their involvement in all major aspects of brain health and disease. Astrocytes are intrinsically neuroprotective, but their defense mechanisms can be overwhelmed in pathological brain conditions. In normal aging, astrocytes are exposed to an increased oxidative environment that might decrease their neuroprotective capacity, as demonstrated in aged astrocyte cell models (Pertusa *et al*., 2007; García-Matas *et al*., 2008). Long-term reactive astrocytes in age-associated neurodegenerative diseases such as Alzheimer's disease (AD) lose their neuroprotective capacity and contribute to the brain pathology (Li *et al*., 2011). However, astrocytes are more resilient than neurons against age-associated pathology and a range of brain injuries. Therefore, restoring or potentiating their natural capacity for neuroprotection may be an effective strategy against neurodegeneration. For instance, the overexpression of glial cell-derived neurotrophic factor (GDNF) in hippocampal astrocytes restored cognitive loss in aged rats (Pertusa *et al*., 2008). Understanding the underlying mechanisms of response of astrocytes to antiaging therapies will help to determine the best scenario for maintaining human cognitive capacity until an old age.

Caloric restriction (CR) is the most effective antiaging therapy to date. A reduction of 10–40% in food consumption while maintaining adequate nutrients increases the average and maximum lifespan in many experimental model organisms. The exact mechanisms of CR have yet to be elucidated, but they appear to involve highly conserved mechanisms of stress response (Sinclair, 2005). CR reduces the metabolic rate and oxidative damage and induces many physiological changes opposed to the development of chronic age-associated diseases (Redman & Ravussin, 2011). However, a CR-induced increase in longevity has yet to be demonstrated in nonhuman primates (Mattison *et al*., 2012) and humans. Interestingly, CR delays the age of onset of age-associated pathologies in all species analyzed, including humans. With regard to brain function, *Rhesus* monkeys subjected to CR showed diminished age-related brain atrophy in key regions of motor and executive functions (Colman *et al*., 2009). Furthermore, a study in healthy humans showed that CR improves memory in the elderly (Witte *et al*., 2009).

Astrocytes appear to be responsive to CR intervention *in vivo*. Healthy rats showed an improvement of astroglial function in the hippocampus (Ribeiro *et al*., 2009), and transgenic mice for AD (APP + PS1) showed decreased astrocyte activation (Patel *et al*., 2005) after CR treatment. If CR is mostly a metabolic therapy, astrocytes would be the main mediators of the beneficial changes of this therapy in the brain, playing an important regulatory role in brain metabolism (Bélanger *et al*., 2011). We wished to study the changes induced by CR in senescent and healthy astrocyte cells to evaluate the usefulness of this therapy in brain rejuvenation and defense against age-associated AD-type degeneration. We chose the senescence-accelerated prone 8 (SAMP8) mouse as a source of senescent astrocytes. SAMP8 is an inbred strain obtained through phenotypic selection that presents learning and memory deficits, anxiety, impaired immune system and brain pathologies that worsen with age: mitochondrial dysfunction, oxidative stress, tau hyperphosphorylation, inflammation and amyloid-beta deposition (Tomobe & Nomura, 2009). SAMP8 mice have shown improved cognitive performance after CR treatment (Komatsu *et al*., 2008). Cultured SAMP8 astrocytes have a senescence phenotype with markers of both, aging and AD (García-Matas *et al*., 2008; Díez-Vives *et al*., 2009). Therefore, we undertook a gene expression microarray study of cerebral cortical astrocytes cultured from SAMP8 mice and its control strain senescence-resistant 1 (SAMR1) mice. To induce a CR phenotype in both, SAMP8 and SAMR1 astrocytes, we used a previously developed *in vitro* model system using serum from rodents subjected to CR (de Cabo *et al*., 2003). Treatment with CR serum will induce physiological and gene expression changes related to CR mechanisms in astrocytes cultured *in vitro*, as previously demonstrated in rodent hepatocytes and fibroblasts and diverse human cell lines (de Cabo *et al*., 2003; Hyun *et al*., 2006; Allard *et al*., 2008). We analyzed the differential transcriptomic changes induced in SAMP8 vs. SAMR1 astrocytes by CR treatment. We anticipated that many of the changes would appear in mitochondria-related pathways, as these cell organelles are hypothesized to be the main drivers of biological aging. Furthermore, mitochondria are proposed to play a significant role in pathological aging and neurodegeneration, while SAMP8 astrocytes show decreased mitochondrial membrane potential and increased generation of reactive oxygen species (ROS) (García-Matas *et al*., 2008). Therefore, we also analyzed the beneficial effects of CR against the functional alterations of mitochondria and oxidative stress of SAMP8 astrocytes.

## Results

### Caloric restriction induced a shift in the transcriptome of SAMP8 astrocytes toward SAMR1 astrocytes

The gene expression profiles of the four experimental groups of astrocyte cultures showed a significant Z score for 9709 mRNA transcripts of the 24 613 tested (39.4%). 

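RNA was hybridised to Illumina mouse bead arrays of 24613 probes. It came from astrocyte cultures of SAMP8, a mouse strain with accelerated senescence, and of SAMR1, its senescence-resistant control, prepared from pups of postnatal day 2. At culture day 21 the cells received for 48 h a medium with 10% serum of rats fed ad libitum (AL) or kept on caloric restriction (CR). Each of the 4 groups, SAMR1-AL, SAMR1-CR, SAMP8-AL and SAMP8-CR, has 3 samples, and the paper describes 3 independent experiments. The mean and Z ratio columns of Table S1 can be rebuilt exactly from 10 of the 12 samples, without SAMR1-AL replicate 1 and SAMP8-AL replicate 1. The paper's text gives no reason for leaving these 2 out. Values below are over the 10 samples, followed where stated by those over all 12. With the 10 samples, the AL groups hold 2 samples each and the CR groups 3 each.
The authors deposited an intensity and a detection p-value per probe, and a Z score, which is the log10 intensity minus the array's mean and divided by its SD. Here the log2 intensities were Z-normalized in the same way and multiplied by the mean SD, which gives log2 fold changes. The 11241 probes (8255 genes) detected at p under 0.05 in every array of at least 1 group were tested with limma, with the spread shared by all 4 groups and Benjamini-Hochberg adjustment at 0.05. Between 41.2% and 46.7% of the probes were detected per array, and the median intensity lay between 85.2 and 123. The 90th percentile of the signal was 4.68 to 9 times the lowest detected intensity, and the number of arrays limits the precision. Among the AL samples used it was 5.12 and 4.68 times in SAMR1-AL and 7.97 and 6.73 times in SAMP8-AL. In P8AL-R1AL over the 10 samples signal range and strain therefore go together. In SAMR1-AL replicate 1 and SAMP8-AL replicate 1 it was 7.84 and 5.11 times, the other way round. A probe detected in no array of a group has only a bound there, given as at least N-fold. Gene lists fixed before the data were examined were tested with limma's camera at a preset correlation of 0.01, adjusted over 42 lists per comparison. At a preset correlation the p rests mainly on the spread over genes, so a small p does not measure the spread between cultures. Camera with a correlation estimated from the data was run over the 10 samples only, and not within an array set.
The lowest intensity on an array was 40.1 to 42.9 in SAMP8-AL and SAMP8-CR replicates 2 and 3 and 7.01 to 8.19 in the other 8 samples. No label names this division, which was seen in the values. The 8 samples are called the first array set below and the 4 SAMP8 samples the second. With the 10 samples, every SAMP8-AL sample lies in the second set and every SAMR1 sample in the first, and SAMP8-CR lies in both. Results are therefore also given with the array set as a block and within the first set, both chosen after seeing the data.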

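Reck, an inhibitor of matrix metalloproteinases, Ddit4l, a stress-induced inhibitor of mTOR, and Gpr137b-ps, named as a pseudogene of a lysosomal membrane protein, passed the test in both comparisons between strains, P8AL-R1AL and P8CR-R1CR. No gene passed in either comparison between sera. Over the 4 comparisons, 629 probes passed limma's adjusted p of 0.05 at least once. By the Z ratio and z test of the paper's methods, after its ANOVA, 1500 probes passed at least once.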

Calculation of the Z ratios for the pairs of groups showed differential expression in 1079 gene transcripts (17.5%). SAMP8 showed upregulation of 504 genes and downregulation of 312 genes in control conditions with AL treatment, compared with SAMR1 (P8AL-R1AL). 

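Fcer1g, the signalling chain of Fc receptors, was at least 9.97-fold higher in SAMP8-AL than in SAMR1-AL (adjusted p = 7.55e-06 from limma). Slc25a18, a mitochondrial glutamate carrier, rose with a log2 fold change of 2.69 (SE 0.28, adjusted p = 0.000367). Reck, an anchored inhibitor of matrix metalloproteinases, Glycam1, a mucin-like ligand of selectins, Ddit4l, an inhibitor of mTOR, Slco1a4, an organic anion transporter, and Gpr137b-ps rose with log2 fold changes of 2.28 for Reck, 2.23 for Glycam1, 2.20 for Gpr137b-ps, 2.20 for Ddit4l and 1.97 for Slco1a4 (adjusted p 1.78e-05 to 0.0029). Inmt, an N-methyltransferase, was at least 3.69-fold higher, and Igf2, a growth factor, had a log2 fold change of 3.34 (SE 0.84, adjusted p = 0.0437).
Gdpd5, a glycerophosphodiesterase, and Emb, which encodes embigin, an adhesion glycoprotein, were at least 5.53-fold and 3.74-fold lower. The log2 fold changes were -2.29 for Npy, -2.24 for Fcgr3, -2.05 for Gpnmb and -1.92 for Erdr1 (adjusted p 0.000645 to 0.00319), and -2.26 for Hspb1, -2.12 for Mmp12, -2.03 for Clec4d and -2.0 for Cd14 (adjusted p 0.0032 to 0.0111). Npy encodes neuropeptide Y, Hspb1 a small heat shock protein and Erdr1 a growth regulator, while Fcgr3, Gpnmb, Clec4d, Cd14 and the elastase Mmp12 are expressed by macrophages and microglia. In the samples that the paper left out, the normalized log2 values of Reck were 0.20 in SAMR1-AL replicate 1 and 1.93 in SAMP8-AL replicate 1, those of Slc25a18 were 2.43 and 4.67, and those of Fcgr3 2.79 and 0.59. Over all 12 samples these genes kept their direction and passed the test, except Igf2 (log2 fold change 2.06, adjusted p = 0.126).
In all, 314 probes were higher and 194 lower (267 and 149 genes), with 2680 at an unadjusted p under 0.05. All 12 samples gave 673 higher and 384 lower, 425 of them among the 508 of the 10 samples. Without SAMP8-AL replicate 3, SAMP8-AL replicate 2 and SAMR1-AL replicate 2 in turn, the total was 54, 76 and 93, without SAMP8-CR replicate 3 it was 338, and without SAMR1-CR replicate 2 it was 1053. Of the named genes, calls were lost for Igf2, Hspb1, Mmp12, Clec4d and Cd14 without SAMP8-AL replicate 3 (adjusted p 0.0539 to 0.179), and Inmt, Igf2 and Hspb1 without SAMR1-AL replicate 2 or SAMP8-AL replicate 2 (adjusted p 0.0659 to 0.229). The call was also lost for Inmt and Igf2 without SAMR1-AL replicate 3 (adjusted p 0.0867 to 0.108), and for Igf2 without SAMP8-CR replicate 2 (adjusted p 0.0525). The array set as a block left 47 probes, 42 of them among the 508, and within the first set 74 passed. With the block, Fcer1g, Slc25a18, the 5 named genes from Reck to Slco1a4, Gdpd5, Emb, Npy, Fcgr3 and Erdr1 passed (adjusted p 0.00157 to 0.0474), and Inmt, Igf2, Hspb1, Mmp12, Gpnmb, Clec4d and Cd14 did not (adjusted p 0.0653 to 0.898). The zinc finger gene Zfp472, also called (at least 1.22-fold), had normalized log2 values of -0.31 to -0.056 in the 4 samples of the second array set and -4.96 to -4.09 in the other 8.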

CR induced major changes in both astrocyte types. 

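No single gene passed limma's adjusted p of 0.05 for CR serum against AL serum, in SAMR1, in SAMP8 or over both strains. The genes whose CR effect differed most clearly between strains were Zmym6, a zinc finger gene, Mms19, which takes part in iron-sulphur protein assembly, Rasa2, a Ras GTPase activator, and Adcy9, an adenylyl cyclase. Their interaction terms, the change with CR in SAMP8 minus that in SAMR1, were -0.47 for Zmym6, 0.42 for Mms19, -1.18 for Rasa2 and -0.97 for Adcy9 on the log2 scale (unadjusted p 0.00182 to 0.00433, adjusted p = 0.965 for each). At an unadjusted p under 0.05 there were 498 of the 11241 probes (4.43%) over both strains and 423 for the interaction, and the smallest adjusted p were 0.604 and 0.965. All 12 samples also gave 0, with 401 and 479 at an unadjusted p under 0.05. Without SAMR1-AL replicate 3, 6 probes passed over both strains and 9 for the interaction. In simulated data a log2 change of 1 was recovered for 77.6% of the changed probes in R1CR-R1AL and for 62.7% in P8CR-P8AL. One of 0.5 was recovered for 20.9% in each. The noise had the spread of these samples but was drawn apart for each probe. Structure shared by probes was left out, so these shares need not hold for the arrays.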

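In SAMR1 astrocytes, the transcripts with the smallest p among the genes chosen by rule were higher with CR for Ttr, the thyroid hormone carrier transthyretin, Mgp, an inhibitor of matrix calcification, Mfap4, a microfibril protein, and Col8a1, a collagen chain, and lower for Sod3, the extracellular superoxide dismutase, and Rpl35, a ribosomal protein. The log2 fold changes in R1CR-R1AL were 1.12 for Ttr, 1.53 for Mgp, 0.79 for Mfap4, 0.88 for Col8a1 and 0.98 for Gfap, the astrocyte filament protein, and -0.62 for Sod3 and -0.68 for Rpl35 (unadjusted p 0.00355 to 0.0289, adjusted p = 0.863 for each from limma). No probe passed in either direction, 579 (5.15%) had an unadjusted p under 0.05, and the methods' Z ratio and z test took 302. The count of 0 held over all 12 samples (373 unadjusted), while 47 probes passed without SAMR1-AL replicate 3 and 6 without SAMR1-CR replicate 2.
Groups of genes shifted in camera. The 15 astrocyte markers had a median log2 fold change of 0.30 (adjusted p = 0.0068, adjusted p = 0.602 with an estimated correlation) and were all higher. The fibroblast and meningeal markers had a median of 0.32 (adjusted p = 0.024), with 17 of 20 higher, and the ependymal and choroid plexus markers, Ttr among them, had a median of 0.40 (adjusted p = 0.0328), with 1 of 8 passing when adjusted over the list alone. Both calls were lost with an estimated correlation (adjusted p = 0.602 for each). Microglia and macrophage markers fell with a median of -0.21 (adjusted p = 3.95e-05, adjusted p = 0.602 with an estimated correlation). Across all 12 samples the medians were 0.053 for astrocyte markers (adjusted p = 0.177), 0.23 for fibroblast (0.0705), 0.031 for ependymal (0.8) and 0.026 for microglia markers (0.43), so that none passed and the microglia markers changed sign. Without SAMR1-AL replicate 2 the adjusted p of the 4 lists was 0.1, 0.1, 0.108 and 0.141 in that order. The other samples that ended a call were SAMR1-CR replicate 3 for astrocyte markers (0.187), and SAMR1-CR replicate 1, SAMR1-AL replicate 3 or SAMR1-CR replicate 3 for the fibroblast list (adjusted p 0.0833, 0.129 and 0.176) and for the ependymal list (0.231, 0.158 and 0.0948).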

CR-treated SAMR1 had 257 upregulated and 152 downregulated genes (R1CR-R1AL). 

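In SAMP8 astrocytes, CR serum went with higher values of Mrps26 and Mrpl54, proteins of the mitochondrial ribosome, Psma1, a subunit of the proteasome core, and Ndufa4 and Cox17, which serve cytochrome oxidase, and with a lower value of Olig2, a transcription factor of the oligodendrocyte lineage. The log2 fold changes in P8CR-P8AL were 0.39 for Mrps26, 0.52 for Mrpl54, 0.46 for Psma1, 0.51 for Ndufa4 and 0.43 for Cox17 and -0.45 for Olig2 (unadjusted p 0.00421 to 0.0312, adjusted p = 0.983 for each from limma). Angptl4, a lipase inhibitor, and Fn1, fibronectin, had log2 fold changes of -0.95 and -0.84 (unadjusted p = 0.0214 and 0.0694). No probe passed, over the 10 or over all 12 samples or without any 1 of the 10. An unadjusted p under 0.05 was reached by 346 probes (3.08%) over the 10 samples and by 583 over all 12, and the methods' Z ratio and z test took 434.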

CR-treated SAMP8 had 189 upregulated and 183 downregulated genes (P8CR-P8AL). 

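With CR serum in both strains, Fcer1g was at least 12.5-fold higher in SAMP8 than in SAMR1 and Atxn1, the ataxin of a spinocerebellar ataxia, at least 3.71-fold (adjusted p = 2.03e-07 and 8.47e-06 from limma, n = 3 per group). The log2 fold changes in P8CR-R1CR were 2.11 for Slc25a18, 1.99 for Glycam1, 1.97 for Gpr137b-ps, 1.97 for Ddit4l, 1.87 for Reck and 1.84 for Bdh2 (adjusted p 8.47e-06 to 0.000603), and 1.92 for Inmt. Bdh2 encodes a short-chain dehydrogenase. Gdpd5 and Emb were at least 5.36-fold and 3.4-fold lower. Cdkn2a, which encodes cell cycle inhibitors of senescence, Ppp1r1a, an inhibitor of protein phosphatase, and Rgs1, a regulator of G-protein signalling in immune cells, fell along with macrophage genes. The values were -2.20 for Cdkn2a, -2.12 for Cd14, -1.91 for Hspb1, -1.82 for Ppp1r1a, -1.81 for Gpnmb, -1.79 for Fcgr3, -1.77 for Npy and -1.71 for Rgs1 (adjusted p 3.08e-05 to 0.00613). A second probe of Cdkn2a had -0.53.
Gstm2, a glutathione transferase, Trim30a, an interferon-induced gene, and Tfrc, the transferrin receptor, rose by 1.56 for Gstm2, 1.24 for Trim30a and 1.0 for Tfrc, and Mrpl35, of the mitochondrial ribosome, was at least 1.73-fold higher. Ttr and the inhibitory Fc receptor Fcgr2b fell, with log2 fold changes of -1.70 for Ttr and -1.45 for Fcgr2b. In all, 167 probes were higher and 165 lower (140 and 125 genes), with 1826 at an unadjusted p under 0.05. The fit over all 12 samples, in which these groups hold the same samples, called 161 and 145, 273 of them shared, and Ttr was not among them (adjusted p = 0.0623). The call ended for Inmt without SAMP8-CR replicate 2 (adjusted p 0.0513). Left out in turn, SAMP8-CR replicate 2, SAMP8-CR replicate 3 and SAMR1-CR replicate 1 gave totals of 213, 220 and 484. With the array set as a block 170 probes passed, 133 of them shared, and within the first set 80. Of the genes named here only Inmt (adjusted p = 0.187) missed the threshold with the block.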

Comparison of the astrocyte strains after CR treatment showed the upregulation of 446 and downregulation of 327 genes in SAMP8 compared with SAMR1 (P8CR-R1CR). See Table S1 (Supporting information) for a list of differentially expressed transcripts.

PAGE analysis demonstrated 803 pathways with altered expression in SAMP8 astrocytes compared with SAMR1 out of the 1689 tested (47.6%). 

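Slc4a4, a sodium bicarbonate cotransporter of astrocytes, rose in P8AL-R1AL with a log2 fold change of 1.64 (SE 0.25, adjusted p = 0.00462), and the 15 astrocyte markers rose with a median of 0.41 (adjusted p = 0.0195 from camera, adjusted p = 0.464 with an estimated correlation). Fibroblast and meningeal markers, such as Col1a2, a chain of type I collagen that was at least 1.79-fold higher, rose with a median of 0.83 (adjusted p = 0.000256, adjusted p = 0.307 with an estimated correlation), and 4 of the 20 passed alone (10 higher and 1 lower when adjusted over the list alone). The 9 endothelial markers, with Slco1a4 among them, rose with a median of 0.27 (adjusted p = 0.0402, adjusted p = 0.307 with an estimated correlation). Translation factors and lysosomal genes fell with medians of -0.11 (0.035) and -0.12 (0.0186), both calls lost with an estimated correlation (adjusted p = 0.307 and 0.307).
With the 12 samples together the medians were 0.32 for astrocyte (adjusted p = 0.0288) and 0.33 for fibroblast markers (0.0347), and 0.24 for endothelial markers (0.166), -0.18 for translation factors (0.164) and -0.096 for lysosomal genes (0.139), of which the last 3 did not pass. Without SAMR1-AL replicate 2 the adjusted p was 0.0662 for astrocyte and 0.288 for endothelial markers, 0.285 for translation factors and 0.132 for the lysosome. Calls also ended without SAMP8-AL replicate 3 for astrocyte markers (0.0754), without SAMP8-AL replicate 2 for translation factors (0.0678), and without SAMR1-CR replicate 1 or 2 for endothelial markers (0.0796 and 0.0515). The array set as a block gave 0.43 (adjusted p = 0.0641) for astrocyte, 0.25 (adjusted p = 1) for fibroblast and 0.077 (adjusted p = 0.974) for endothelial markers, 0.019 (adjusted p = 0.0749) for translation factors and -0.29 (adjusted p = 0.00114) for the lysosome. Within the first set the fibroblast markers had a median of -0.14 (adjusted p = 0.234). Among single genes the call was lost for Slc4a4 and Col1a2 without SAMR1-AL replicate 2 or SAMP8-AL replicate 3 (adjusted p 0.0613 to 0.123), and Col1a2 without SAMR1-AL replicate 3 or SAMP8-AL replicate 2 (adjusted p 0.0761 to 0.0989). With the block the adjusted p was 0.156 for Slc4a4 and 0.433 for Col1a2, and Col1a2 did not pass over all 12 samples (0.125).
Interferon response genes did not pass as a list, with a median of 0.14 (adjusted p = 0.121), although Trim30a and the antiviral kinase Eif2ak2 rose alone by 1.04 and 0.96 (adjusted p = 0.00469 and 0.0254). The list passed in 7 of 27 other settings, over all 12 samples (0.0124), with the replicate block over all 12 samples (0.009), with the array set as a block (0.0123), with the array set as a block over all 12 samples (0.000962), with quantile normalization over all 12 samples (0.0273), within the first set (0.00222) and without SAMP8-AL replicate 2 (0.0463). These single calls were lost for Trim30a and Eif2ak2 without SAMP8-AL replicate 2 or SAMP8-AL replicate 3 (adjusted p 0.05 to 0.165), and Eif2ak2 without SAMR1-AL replicate 2 (adjusted p 0.139). With the block their adjusted p was 0.0537 and 0.292. Other markers had medians of 0.52 (adjusted p = 0.0808) for oligodendrocytes, which passed in 4 of 27 other settings, with neqc (0.0231), with quantile normalization (0.0206), with the replicate block within strain (0.0481) and without SAMP8-AL replicate 2 (0.0463), 0.00010 (adjusted p = 0.862) for neurons, 0.086 (adjusted p = 0.936) for pericytes, 0.36 (adjusted p = 0.542) for ependymal cells and 0.088 (adjusted p = 0.542) for radial glia. The medians were 0.076 (adjusted p = 0.936) for glycolysis, 0.11 (adjusted p = 0.944) for cholesterol synthesis, 0.013 (adjusted p = 0.554) for mitochondrial biogenesis, 0.22 (adjusted p = 0.944) for senescence, 0.036 (adjusted p = 0.799) for Alzheimer disease genes and 0.094 (adjusted p = 0.799) for immediate early genes. For glycolysis, mitochondrial biogenesis, radial glia and Alzheimer disease genes the test pointed down against a positive median. In P8AL-R1AL 9 lists rose and 14 fell by camera, 9 passed by fry and 0 with an estimated correlation (lowest adjusted p = 0.307). By PAGE 28 of the 42 passed. PAGE here takes a z of at least 1.5 in size and an unadjusted p under 0.05. It uses all genes of the array, detected or not, and no correlation between genes, so its counts are not on the scale of camera's. Without SAMR1-AL replicate 2, 11 passed by camera.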

CR normalized 318 of the differentially expressed pathways, namely more than a third of them. In addition, 203 new pathways showed a significant Z score after CR, but with overwhelmingly mild differences in expression. 

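Of the 23 gene lists that differed between the strains with AL serum, 4 also differed with CR serum: microglia and macrophage markers, mitosis, DNA replication and cytosolic ribosomal proteins. These calls are by camera at its preset correlation, and with an estimated correlation 0 lists passed in either comparison (lowest adjusted p = 0.307 with AL and 0.692 with CR serum). The other 19 did not pass in P8CR-R1CR. For 17 of these, among them the proteasome core, the respiratory complexes, chaperones, collagens and transcription factors, the change with CR differed between the strains in a test of strain by serum, in none of them with an estimated correlation (lowest adjusted p = 0.303). Translation factors, for one, had an interaction of 0.15 (adjusted p = 0.0301, adjusted p = 0.387 with an estimated correlation) and zinc finger genes, which bind DNA, one of -0.10 (adjusted p = 0.0419, adjusted p = 0.387 with an estimated correlation). The 2 that did not pass that test were the lysosomal genes, with 0.023 (adjusted p = 0.358), and the endothelial markers, with -0.22 (adjusted p = 0.301). The 19 were picked by their calls in P8AL-R1AL and P8CR-R1CR, and the interaction is the second comparison minus the first. The choice alone favours such differences, so the count of 17 cannot show an effect of CR. Across the 12 samples the interaction was 0.054 for translation factors (adjusted p = 0.324) and -0.017 for zinc fingers (0.237).
Some of the 19 passed in P8CR-R1CR elsewhere. The lysosomal list (median -0.14 with adjusted p = 0.0758 over the 10 samples) passed there in 8 of 27 other settings, with detection p under 0.01 in every array (0.0282), with the replicate block (0.0178), with the array set as a block (0.00417), with the array set as a block over all 12 samples (0.00763), within the first set (0.00686) and without SAMR1-CR replicate 1 (0.0249), SAMP8-AL replicate 2 (0.0477) or SAMP8-CR replicate 2 (0.00832). Zinc finger genes passed in 2 of 27, with the array set as a block (0.039) and within the first set (0.0252). PAGE took 28 lists with AL serum, of which 9 did not pass with CR serum. By fry 9 lists passed in P8AL-R1AL and 0 in P8CR-R1CR. With the array set as a block the proteasome core did not pass in P8AL-R1AL (-0.22 with adjusted p = 0.113). The interaction list of translation factors was lost without SAMR1-CR replicate 1 (0.141), SAMR1-AL replicate 2 (0.373), SAMP8-AL replicate 2 (0.0848) and SAMP8-CR replicate 3 (0.197), and that of zinc fingers without SAMR1-AL replicate 2 (0.373), SAMR1-CR replicate 2 (0.136), SAMP8-AL replicate 2 (0.0848), SAMP8-CR replicate 2 (0.0919), SAMP8-AL replicate 3 (0.0743) and SAMP8-CR replicate 3 (0.0956).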

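Glutathione metabolism, with Gstm2, a glutathione transferase, and Gclm, the modifier of glutathione synthesis, was the 1 list that passed in P8CR-R1CR and not in P8AL-R1AL, by camera (adjusted p = 0.00295, adjusted p = 0.907 with an estimated correlation). The median of this list was 0.23 with CR and 0.22 with AL serum (adjusted p = 0.323 with AL serum by camera). Its interaction did not pass (0.042 with adjusted p = 0.0586). It did in some other settings, such as the replicate block (0.0381) and detection p under 0.01 in every array (0.0135). The 2 calls alone thus cannot show a difference between the sera, and the miss does not exclude one. By PAGE there was also 1 list that passed only with CR serum, and 20 passed in all. The other 18 lists that had not passed with AL serum did not pass with CR serum either, interferon response genes with a median of 0.16 (adjusted p = 0.118) and insulin receptor signalling with 0.037 (adjusted p = 0.457). Interferon response genes did pass in 4 of 27 other settings, with the array set as a block (0.0122), with the array set as a block over all 12 samples (0.00763), within the first set (0.0153) and without SAMP8-CR replicate 2 (0.026). The 7 pericyte markers had a median of -0.058 against a test that pointed up. For all 12 samples together 1 list was higher and 4 lower in P8CR-R1CR, as over the 10. Fry and an estimated correlation gave 0 (lowest adjusted p = 0.692 with an estimated correlation). The count of 5 became 8 without SAMR1-CR replicate 1 and 10 without SAMP8-CR replicate 1.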

With regard to the specific effects of CR in each strain, the treatment induced more changes in SAMP8 than in SAMR1, with 807 and 664 altered pathways, respectively. These CR-induced changes on coincident pathways in the two strains were in the opposite direction of change in 53% of cases. Collectively, CR induced differential changes in the SAMP8 and SAMR1 transcriptomes and made SAMP8 astrocytes more similar to SAMR1 ones than in control conditions (Fig. S1, Supporting information). 

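More gene lists shifted with CR serum in SAMR1 than in SAMP8: 6 rose and 11 fell in R1CR-R1AL, 17 of 42 in all, against 9 and 4, 13 in all, in P8CR-P8AL. These counts are by camera, and with an estimated correlation 0 lists passed in either (lowest adjusted p = 0.602 and 0.425). Falling lists in SAMR1 were those of ribosomal proteins, translation factors, chaperones, mitosis and DNA replication, among others, and rising ones those of collagens, cell adhesion and transcription factors. In SAMP8 the ribosomal, respiratory, proteasome, antioxidant, glutathione and antigen presentation lists rose. PAGE gave 23 and 19 lists, and over all 12 samples camera gave 13 and 11. Fry gave 0 in both. The median changes in SAMR1 were -0.17 (adjusted p = 0.00343) for translation factors and -0.17 (adjusted p = 2.92e-05) for chaperones (-0.12 and -0.087 over all 12, both passing), and -0.093 (adjusted p = 0.0458) for iron transport and storage (-0.065, adjusted p = 0.8 over all 12), each call lost with an estimated correlation (adjusted p = 0.602 for each).
The SAMR1 count became 4 without SAMR1-AL replicate 2 and 6 without SAMR1-CR replicate 3. Translation factors were lost without SAMR1-AL replicate 2 (0.315) and iron genes without SAMR1-AL replicate 2 (0.44), SAMR1-CR replicate 2 (0.186), SAMR1-AL replicate 3 (0.102), SAMR1-CR replicate 3 (0.0772), SAMP8-CR replicate 1 (0.0512) and SAMP8-CR replicate 2 (0.052).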

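The 7 gene lists that passed in both CR comparisons by camera all moved in opposite directions in the 2 strains, and none of them passed in either strain with an estimated correlation (adjusted p = 0.602 for each in SAMR1 and 0.425 to 0.549 in SAMP8). Cytosolic ribosomal proteins, respiratory complexes II to IV, ATP synthase, the proteasome core and the antioxidant enzymes fell with CR serum in SAMR1 and rose in SAMP8. Collagens and cell adhesion molecules rose in SAMR1 and fell in SAMP8. Psma2, of the proteasome's outer ring, and Psmb10, of its immune form, had log2 fold changes of -0.33 and -0.45 in R1CR-R1AL, and Psma7 and Psmb5 of 0.37 and 0.37 in P8CR-P8AL (adjusted p = 0.863 and 0.983). The proteasome list had medians of -0.11 (adjusted p = 0.0321, adjusted p = 0.602 with an estimated correlation) and 0.25 (adjusted p = 5.83e-06, adjusted p = 0.425 with an estimated correlation). Over all 42 lists, passing or not, 24 had medians of opposite sign in the 2 comparisons. PAGE took 10 lists in both, and all 10 were opposite.
Both comparisons use separate samples, so no sample is shared between them. Over all 12 samples 4 of the 7 passed in both strains and went opposite ways. Collagens had the same sign in both (0.26 with adjusted p = 0.00466 and 0.057 with 0.74), ATP synthase passed in neither (-0.12 with 0.0705 and 0.21 with 0.0629), and the proteasome only in SAMP8 (-0.083 with 0.115 and 0.24 with 0.000155). In SAMR1 the ribosomal call held without each sample, and the 6 others were lost without SAMR1-AL replicate 2 (adjusted p 0.341 to 0.878) and without SAMR1-CR replicate 3 (0.0734 to 0.567). Collagens and adhesion were also lost there without SAMR1-CR replicate 1 (0.138 and 0.128), ATP synthase without SAMR1-AL replicate 3 (0.135), antioxidant enzymes without SAMR1-CR replicate 2 (0.0972), and these 2 without any of SAMP8-CR replicates 1 and 2 and SAMP8-AL replicates 2 and 3 (adjusted p 0.0512 to 0.0573). In SAMP8 collagens were lost without SAMP8-CR replicate 1 (0.767) and SAMP8-AL replicate 3 (0.144) and adhesion without SAMP8-AL replicate 2 (0.0524). Within the second array set the SAMP8 median of the proteasome was 0.27 (adjusted p = 4.03e-05).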

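By camera the ribosomal, mitochondrial and proteasome lists moved up with CR serum in SAMP8 and did not in SAMR1, and with an estimated correlation none of them passed in SAMP8 (adjusted p 0.425 to 0.549), while the strain differences of single genes such as Fcer1g, Reck and Cd14 were of similar size with either serum. The paper concludes that CR made SAMP8 astrocytes more similar to SAMR1 ones. Over the 11241 probes the mean squared log2 difference between the strains, corrected for the spread of the replicates, was 0.125 with AL serum and 0.0578 with CR serum (jackknife SE 0.0465 and 0.0332), a ratio of 0.461. The CR value was below the AL value without each of the 10 samples in turn, with ratios from 0.356 without SAMR1-CR replicate 2 to 0.67 without SAMR1-CR replicate 1. All 12 samples gave 0.102 and 0.0554. The array set as a block gave 0.128 and 0.0719, and the first set alone 0.0843 and 0.0406.
The gap between the 2 distances was 0.0675 (jackknife SE 0.0466), and no single gene passed in P8CR-P8AL. Astrocyte markers, higher in SAMP8 with AL serum, had a median of 0.086 (adjusted p = 0.626) with CR serum. Their change with CR differed between the strains by -0.32 (adjusted p = 0.00643), a call lost with an estimated correlation (adjusted p = 0.459) and without SAMR1-CR replicate 1 (0.0989), SAMP8-CR replicate 2 (0.0581) and SAMP8-AL replicate 3 (0.123). Endothelial markers had 0.097 (adjusted p = 0.157) with CR serum, where they passed without SAMP8-CR replicate 1 (0.00645), and their change with CR did not pass as different between the strains (-0.22 with adjusted p = 0.301) except without SAMP8-CR replicate 2 (0.0298).

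**Figure D1:**
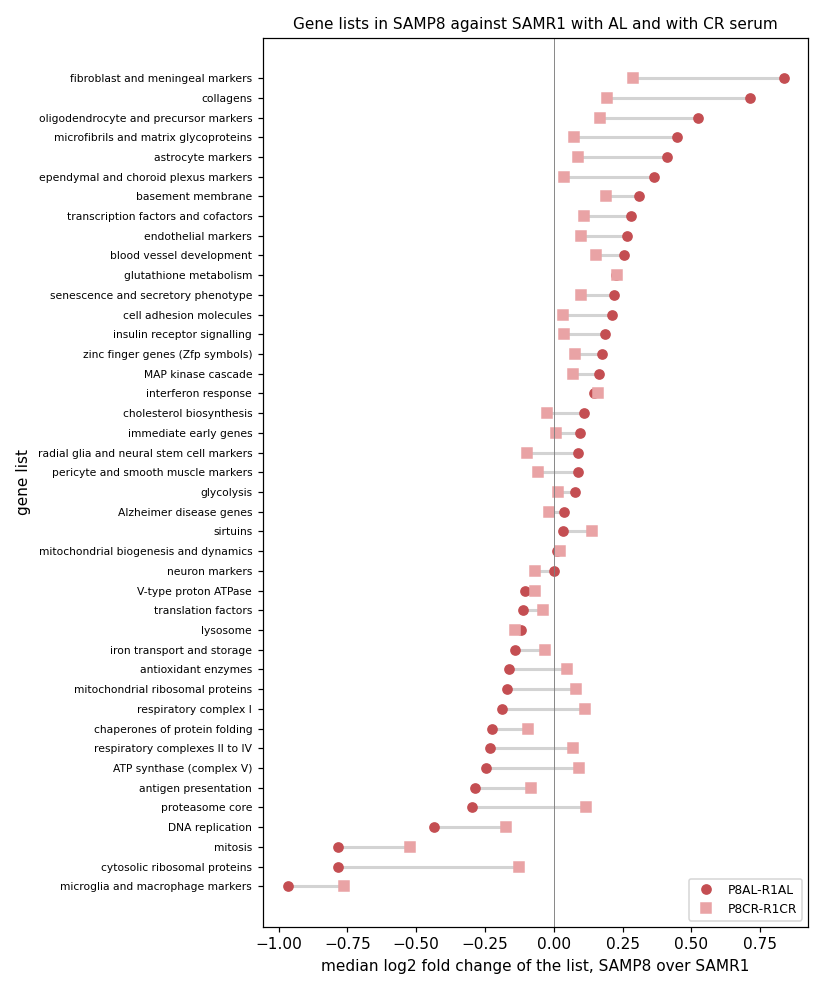
Median log2 fold change of the 42 gene lists in P8AL-R1AL and in P8CR-R1CR over the 10 samples. Fibroblast and meningeal markers had a median of 0.29 with CR serum.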

Notably, the upregulation of gene sets such as Aging brain up (Z score P8AL-R1AL: 3.9999) and AD up (Z score P8AL-R1AL: 5.0492) in SAMP8 was totally prevented by CR treatment (see Table S2, Supporting information for a complete list of pathway results).

Results of the analysis of GO gene sets for biological processes are shown in Fig.1. A total of 151 GO terms differed between SAMP8 and SAMR1 (P8AL-R1AL) and 99 differed after CR treatment (P8CR-R1CR), indicating a 34% decrease. Cluster analysis for the most significant 100 GO terms showed that CR had the effect of diminishing the activity of biological processes that was more accentuated in SAMP8 astrocytes than in SAMR1 (Fig.1A). Venn diagrams demonstrated that 64% of the biological processes altered in basal conditions were not modified by CR treatment, whereas CR induced changes in opposite direction in 62% of the commonly affected biological processes (Fig.1B). Those most downregulated in SAMP8 and not restored by CR were processes associated with immunological function and mitosis (Fig.1C). 

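Markers of microglia and macrophages were lower in SAMP8 with either serum. Trem2, a lipid receptor of microglia, had a log2 fold change of -1.36 (SE 0.22, adjusted p = 0.00563) in P8AL-R1AL and -1.04 (SE 0.18, adjusted p = 0.00553) in P8CR-R1CR. The list's median was -0.97 (adjusted p = 1.69e-17, adjusted p = 0.307 with an estimated correlation) and -0.76 (adjusted p = 9.91e-19, adjusted p = 0.692 with an estimated correlation), with 17 and 14 of the 34 markers falling alone (25 and 26 when adjusted over the list alone) and Fcer1g rising. Antigen presentation genes fell with AL serum (median -0.29, adjusted p = 0.000256, adjusted p = 0.307 with an estimated correlation), among them H2-DMa and H2-DMb1, which load peptides onto MHC class II, and H2-K1, an MHC class I chain (-1.07 for H2-DMa, -0.92 for H2-DMb1 and -1.26 for H2-K1, adjusted p 0.00294 to 0.0336). With CR serum that list had a median of -0.083 (adjusted p = 0.202), and from AL to CR in SAMP8 it rose by 0.17 (0.00229, adjusted p = 0.469 with an estimated correlation).
Mitosis and DNA replication genes were lower in SAMP8 too. Tpx2, a spindle assembly factor, fell by 1.17 (adjusted p = 0.017) in P8AL-R1AL. Kif2c, a kinesin of chromosome segregation, and Ube2c, of the anaphase-promoting complex, were at least 1.58-fold and 1.23-fold lower. Mcm6, of the replicative helicase, and Gmnn, an inhibitor of replication licensing, had log2 fold changes of -1.04 for Mcm6 and -0.85 for Gmnn, and Tk1, thymidine kinase, was at least 1.77-fold lower (adjusted p 0.0183 to 0.0344 for these 5). The mitosis list had medians of -0.78 (adjusted p = 2.03e-17) with AL and -0.52 (adjusted p = 5.01e-14) with CR serum, and DNA replication -0.44 (adjusted p = 5.23e-12) and -0.17 (adjusted p = 9.98e-05). All 4 calls were lost with an estimated correlation (adjusted p = 0.307 for both lists with AL and 0.907 with CR serum). With AL serum 9 mitosis genes fell alone (27 when adjusted over the list alone), and with CR serum 1 (19). In SAMR1 both lists were lower with CR serum, with medians of -0.30 (3.72e-10) and -0.20 (6.6e-10), both lost with an estimated correlation (adjusted p = 0.602). In SAMP8 they did not pass (-0.049 with adjusted p = 0.609 and 0.020 with adjusted p = 0.6).
All 12 samples gave medians of -0.83 and -0.77 for microglia markers, -0.23 and -0.083 for antigen presentation, -0.67 and -0.55 for mitosis, and -0.46 and -0.17 for DNA replication, and all passed except antigen presentation in P8CR-R1CR (0.22). The mean difference from SAMR1-AL was -0.66 in SAMR1-AL replicate 1 and -1.32 in SAMP8-AL replicate 1 for microglia markers, and -0.31 and -0.79 for mitosis. The DNA replication call in P8CR-R1CR was lost without SAMR1-CR replicate 2 (0.128) and the mitosis call in R1CR-R1AL without SAMR1-CR replicate 3 (0.103). With the array set as a block the medians in P8AL-R1AL and P8CR-R1CR were -1.18 (adjusted p = 3.38e-19) and -0.99 (adjusted p = 4.98e-19) for microglia markers, -0.80 (adjusted p = 2.42e-13) and -0.57 (adjusted p = 2.93e-10) for mitosis and -0.40 (adjusted p = 1.15e-06) and -0.12 (adjusted p = 0.0141) for DNA replication. The block gave -0.15 (adjusted p = 0.0474) for antigen presentation, which did not pass within the first set (-0.20 with adjusted p = 0.113). Single calls with AL serum were lost for H2-DMa, H2-K1, Trem2, Tpx2, Kif2c, Ube2c, Mcm6, Gmnn and Tk1 without SAMR1-AL replicate 2 or SAMP8-AL replicate 3 (adjusted p 0.0581 to 0.182), and H2-DMa, H2-DMb1, H2-K1, Tpx2, Kif2c, Ube2c, Mcm6, Gmnn and Tk1 without SAMP8-AL replicate 2 (adjusted p 0.0546 to 0.219). Calls ended as well for H2-K1, Tpx2, Kif2c, Mcm6, Gmnn and Tk1 without SAMR1-AL replicate 3 (adjusted p 0.0573 to 0.0973), and for H2-DMa and Mcm6 without SAMP8-CR replicate 3 (adjusted p 0.052 to 0.0545). Other calls were lost for Mcm6 without SAMP8-CR replicate 2 (adjusted p 0.0556). With the block none of these single genes passed in P8AL-R1AL (adjusted p 0.0716 to 0.512).

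**Figure D2:**
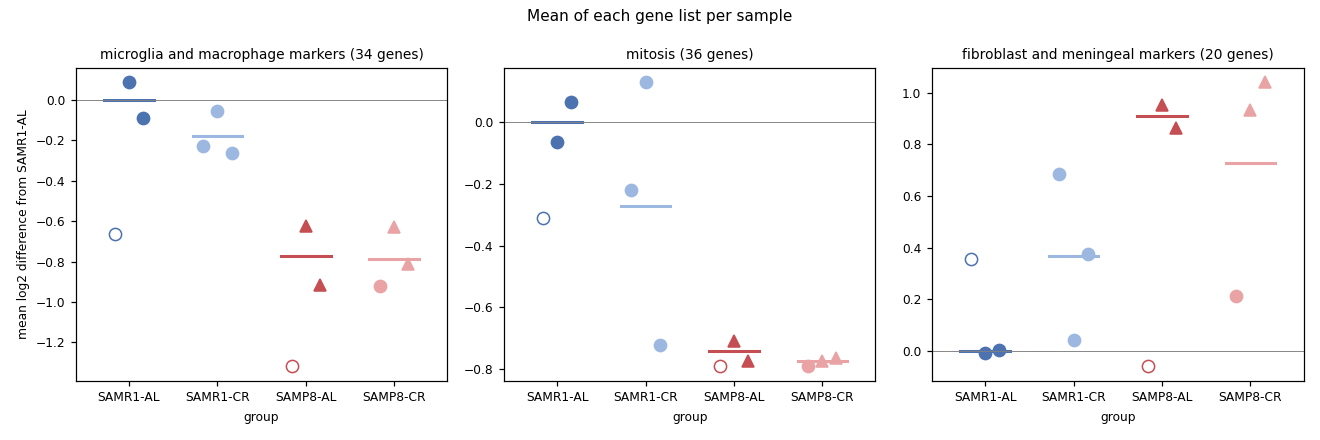
Mean log2 difference from SAMR1-AL of microglia, mitosis and fibroblast lists in each sample, with fibroblast markers at -0.059 in SAMP8-AL replicate 1. Triangles are samples of the second array set, open symbols the 2 samples that the paper left out, and bars the means of the 10 used samples.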

Ribosomal function and protein translation were highly downregulated but protected by CR. Those most upregulated in SAMP8 compared with SAMR1 and not protected by CR were processes of transcription and insulin receptor signaling, even though differences were reduced after CR as seen by the lower Z score of the ratios (P8CR-R1CR), whereas blood vessel maturation and cell adhesion were protected. 

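Genes of cytosolic ribosomal proteins were lower in SAMP8 with AL serum and nearer to SAMR1 with CR serum. Rpl32 and Rpl35, of the large subunit, and Rps14 and Rps15, of the small subunit, fell in P8AL-R1AL with log2 fold changes of -1.38 for Rpl32, -1.07 for Rpl35, -1.13 for Rps14 and -0.81 for Rps15 (adjusted p 0.0261 to 0.0396). The list's median was -0.79 (adjusted p = 2.46e-17, adjusted p = 0.307 with an estimated correlation) in P8AL-R1AL, with 42 of 43 genes lower, 7 of them falling alone and 28 when adjusted over the list alone. In P8CR-R1CR it was -0.13 (adjusted p = 0.0188, adjusted p = 0.908 with an estimated correlation), and no gene passed. From AL to CR in SAMP8 the list rose by 0.26 (8.66e-07, adjusted p = 0.549 with an estimated correlation), with 39 of 43 genes higher, among them Rpl26, Rpl37a and Rpl7 of the large subunit (0.56 for Rpl26, 0.50 for Rpl37a and 0.43 for Rpl7, adjusted p = 0.983 for each). The change with CR differed between the strains by 0.62 (2.04e-19, adjusted p = 0.303 with an estimated correlation). In R1CR-R1AL the list had a median of -0.36 (adjusted p = 2.17e-12 by camera, adjusted p = 0.602 with an estimated correlation). The smaller strain difference with CR serum thus joins lower values in SAMR1 to higher ones in SAMP8.
Across all 12 samples the medians were -0.66 (adjusted p = 3.12e-12) in P8AL-R1AL, -0.12 (0.0307) in P8CR-R1CR, 0.25 (0.000132) in P8CR-P8AL and 0.42 (6.7e-10) in the interaction. The mean differences were -0.40 in SAMR1-AL replicate 1 and -0.67 in SAMP8-AL replicate 1. The P8CR-R1CR call was lost without SAMR1-CR replicate 2 (0.914) and SAMP8-CR replicate 3 (0.0664) and with the array set as a block (-0.12 with adjusted p = 0.0555). The block gave -0.78 (adjusted p = 3.99e-11) in P8AL-R1AL, and within the second set the rise in SAMP8 was 0.26 (adjusted p = 5.76e-09). All 4 single calls were lost without SAMP8-AL replicate 2 or SAMP8-AL replicate 3 (adjusted p 0.116 to 0.253), and Rpl35, Rps14 and Rps15 without SAMR1-AL replicate 2 (adjusted p 0.108 to 0.153). It also ended for Rpl32, Rps14 and Rps15 without SAMP8-CR replicate 2 or SAMP8-CR replicate 3 (adjusted p 0.0511 to 0.0627), and for Rpl32 and Rps14 without SAMR1-AL replicate 3 (adjusted p 0.129 to 0.179). Rpl35 and Rps14 did not pass over all 12 samples (adjusted p = 0.0525 and 0.141), nor any of the 4 with the block (adjusted p 0.245 to 0.272).

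**Figure D3:**
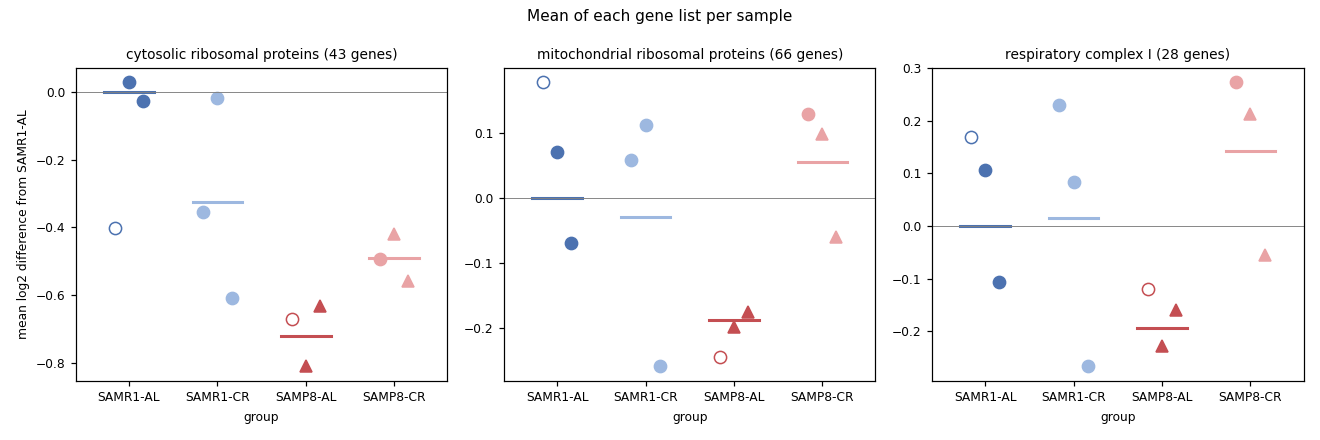
Mean log2 difference from SAMR1-AL of 3 lists in each sample, with the cytosolic ribosomal list at -0.81 in SAMP8-AL replicate 2. Triangles are samples of the second array set, open symbols the 2 samples that the paper left out, and bars the means of the 10 used samples.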

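Ptprf, a receptor phosphatase that acts on the insulin receptor, and Eif4ebp2, a translation repressor under mTOR, rose in P8AL-R1AL with log2 fold changes of 1.03 for Ptprf and 0.84 for Eif4ebp2 (adjusted p 0.0104 to 0.0144). With CR serum Eif4ebp2 had 0.71 (SE 0.13, adjusted p = 0.00805). That call was lost with the array set as a block (adjusted p = 0.178, and 0.0946 with all 12 samples). As lists, insulin receptor signalling did not pass with AL serum (0.19 with adjusted p = 0.0504), nor did blood vessel development (0.26 with adjusted p = 0.0903 with AL and 0.15 with adjusted p = 0.331 with CR serum). By PAGE, the paper's method, both passed with AL serum (z 4.44 and 4.51) and with CR serum (z 2.90 and 3.40), and by fry with AL serum (adjusted p = 0.0323 for each), while with an estimated correlation neither did (0.307). Jag1, a Notch ligand, rose with AL serum (0.72, SE 0.18, adjusted p = 0.0414), and Foxc2, a transcription factor of vessel growth, was at least 2.5-fold higher. Cell adhesion molecules rose as a list with AL serum (0.21 with adjusted p = 0.0409, adjusted p = 0.307 with an estimated correlation), with the integrin Itgav and the protocadherin Pcdhb22 at 1.15 for Itgav and 0.91 for Pcdhb22 and Cdh6, a cadherin, at least 1.26-fold lower. From AL to CR in SAMP8 the adhesion list fell by 0.16 (0.00363, adjusted p = 0.425 with an estimated correlation), and in SAMR1 it rose by 0.17 (0.0336, adjusted p = 0.602 with an estimated correlation). Its difference with CR serum had a median of 0.034 against a test pointing down (0.626). Zinc finger genes rose with AL serum (0.17 with adjusted p = 0.00186, adjusted p = 0.307 with an estimated correlation) and did not pass with CR serum (0.078 with adjusted p = 0.108) except with the array set as a block (0.039) and within the first set (0.0252), and by PAGE. Zfp30 had 0.87 and Zfp367, a cell cycle regulator, -0.96.
Without SAMR1-AL replicate 2 the adjusted p in P8AL-R1AL was 0.289 for adhesion and 0.0501 for zinc fingers, and adhesion was also lost without SAMP8-AL replicate 2 (0.0845). The rise of adhesion in R1CR-R1AL was lost without SAMR1-CR replicate 1 (0.128), SAMR1-AL replicate 2 (0.591) and SAMR1-CR replicate 3 (0.0883), and its fall in P8CR-P8AL without SAMP8-AL replicate 2 (0.0524). Medians over all 12 were 0.15 for insulin signalling (adjusted p = 0.0539), 0.26 for blood vessels (0.0534), 0.16 for adhesion (0.11) and 0.097 for zinc fingers (0.00766) in P8AL-R1AL, and -0.10 (0.00239) and 0.093 (0.0318) for adhesion from AL to CR in SAMP8 and SAMR1. The block gave 0.21 (adjusted p = 0.225) and 0.23 (adjusted p = 0.00221) for adhesion and zinc fingers, and within the second set adhesion fell from AL to CR by 0.19 (adjusted p = 0.000292). Single calls in P8AL-R1AL were lost for all of them without SAMR1-AL replicate 2, SAMP8-AL replicate 2 or SAMP8-AL replicate 3 (adjusted p 0.0627 to 0.313), and Jag1, Foxc2 and Cdh6 without SAMR1-AL replicate 3 (adjusted p 0.114 to 0.142). Beyond these, it was lost for Jag1, Itgav and Foxc2 without SAMP8-CR replicate 3 (adjusted p 0.0538 to 0.0684), and for Jag1 and Itgav without SAMP8-CR replicate 2 (adjusted p 0.0553 to 0.0575). With the 12 samples together Jag1 and Foxc2 did not pass (adjusted p = 0.286 and 0.139), and with the block none of these genes did (adjusted p 0.111 to 0.765).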

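Chaperones of protein folding fell in P8AL-R1AL, with Hspa5, the chaperone of the endoplasmic reticulum, Cryab, a small heat shock protein, and Cct4, of the cytosolic chaperonin, at -0.73 for Hspa5, -1.10 for Cryab and -0.71 for Cct4 (adjusted p 0.0514 to 0.0618). The list's median was -0.23 (adjusted p = 7.19e-05, adjusted p = 0.307 with an estimated correlation) with AL serum and -0.093 (adjusted p = 0.0807) with CR serum, where it passed in 5 of 27 other settings, with detection p under 0.01 in every array (0.0468), with the array set as a block (0.0148), within the first set (0.0199) and without SAMR1-CR replicate 1 (0.03) or SAMP8-CR replicate 3 (0.0112). From AL to CR in SAMP8 it was -0.044 (adjusted p = 0.986), and the change with CR differed between the strains by 0.16 (0.000755, adjusted p = 0.303 with an estimated correlation). ATP synthase genes also fell with AL serum (-0.25 with adjusted p = 0.00469, adjusted p = 0.307 with an estimated correlation), with Atp5g3 and Atp5j2, of its membrane part, at -0.91 for Atp5g3 and -0.78 for Atp5j2 and not passing alone (adjusted p = 0.0734 and 0.0932), and from AL to CR in SAMP8 they rose by 0.22 (0.00283, adjusted p = 0.425 with an estimated correlation), with Atp5k and Atp5j2 at 0.52 for Atp5k and 0.44 for Atp5j2 (adjusted p = 0.983). With CR serum their median was 0.091 and the test pointed down (adjusted p = 0.954). In SAMR1 they fell by 0.067 (0.0463, adjusted p = 0.602 with an estimated correlation), and the interaction was 0.35 (adjusted p = 9.28e-05, adjusted p = 0.303 with an estimated correlation). Among transport genes, the V-type proton ATPase did not pass (-0.10 with adjusted p = 0.295 with AL and -0.070 with adjusted p = 0.626 with CR serum), nor did iron transport and storage (-0.14 with adjusted p = 0.223 and -0.034 with adjusted p = 0.626), in which the macrophage iron transporter Slc11a1 fell and Tfrc rose alone with AL serum (-1.61 for Slc11a1 and 1.09 for Tfrc, adjusted p = 0.00487 and 0.00462). With CR serum Slc11a1 fell by 1.01 (adjusted p = 0.0167).
Over all 12, chaperones had -0.16 (adjusted p = 0.00307) in P8AL-R1AL and an interaction of 0.059 (0.146). ATP synthase had -0.25 (0.0242), 0.21 (0.0629) in P8CR-P8AL, -0.12 (0.0705) in R1CR-R1AL and an interaction of 0.34 (0.00524). ATP synthase was lost in P8AL-R1AL without SAMR1-AL replicate 2 (0.0569) and with the block (-0.21 with adjusted p = 0.0556), and in R1CR-R1AL without SAMR1-AL replicate 2 (0.422), SAMR1-AL replicate 3 (0.135), SAMR1-CR replicate 3 (0.567), SAMP8-CR replicate 1 (0.0551), SAMP8-AL replicate 2 (0.0516), SAMP8-CR replicate 2 (0.052) and SAMP8-AL replicate 3 (0.0512) and with the block (-0.067 with adjusted p = 0.0546). The block gave -0.34 (adjusted p = 2.28e-05) for chaperones in P8AL-R1AL. Of the genes that did not pass with AL serum, Hspa5, Cryab and Cct4 each passed in 6 of 24 other settings and Atp5g3 in 5 of 24. With AL serum the single calls were lost for Slc11a1 and Tfrc without SAMP8-AL replicate 3 (adjusted p 0.0508 to 0.0888), and Tfrc without SAMP8-AL replicate 2 (adjusted p 0.0674). With the block their adjusted p was 0.199 and 0.136. In P8CR-R1CR the call ended for Slc11a1 without SAMR1-CR replicate 2, SAMP8-CR replicate 2 or SAMP8-CR replicate 3 (adjusted p 0.0653 to 0.0821). Slc11a1 did not pass there over all 12 samples (0.0949).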

Other gene sets also downregulated in SAMP8 but restored by CR were associated with protein folding, transport of molecules (proton, iron ion, protein), response to ROS and ATP synthesis (not shown, see Table S3, Supporting information). It should be noted that glutathione metabolism was differentially upregulated in SAMP8 by CR treatment. 

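Glutathione genes rose as a list in P8CR-P8AL by a median of 0.27 (adjusted p = 0.00324, adjusted p = 0.507 with an estimated correlation), and they were higher in SAMP8 than in SAMR1 with CR serum by 0.23 (0.00295, adjusted p = 0.907 with an estimated correlation), with 20 of 22 genes higher. With AL serum the list did not pass (0.22 with adjusted p = 0.323), nor from AL to CR in SAMR1 (0.11 with adjusted p = 0.773). Mgst1, the microsomal glutathione transferase, Gstm7 and Gstp1, cytosolic transferases, and Gstz1, of tyrosine breakdown, had log2 fold changes of 0.52 for Mgst1, 0.54 for Gstm7, 0.34 for Gstp1 and 0.32 for Gstz1 in P8CR-P8AL (adjusted p = 0.983 for each). Gstm2 rose in SAMP8 with AL serum as well (1.38, SE 0.22, adjusted p = 0.00553). In P8CR-R1CR, Mgst1, Gstt1 and Gclm had 0.72 for Mgst1, 0.36 for Gstt1 and 0.35 for Gclm (adjusted p 0.106 to 0.301).
The change with CR did not pass as different between the strains (0.042 with adjusted p = 0.0586), and it did in 7 of 25 other settings, with detection p under 0.01 in every array (0.0135), with the replicate block (0.0381), with the replicate block over all 12 samples (0.038) and without SAMR1-CR replicate 1 (0.0101), SAMR1-AL replicate 3 (0.00715), SAMP8-AL replicate 2 (0.0476) or SAMP8-CR replicate 3 (0.0316). Across the 12 samples the medians were 0.27 (adjusted p = 0.0396) in P8CR-P8AL, 0.23 (0.00282) in P8CR-R1CR and 0.12 (0.194) in P8AL-R1AL, and both calls held without each sample. The block gave 0.32 (adjusted p = 0.00417) in P8CR-R1CR, and within the second set the rise with CR was 0.21 (adjusted p = 0.00567). The Gstm2 call with AL serum was lost without SAMP8-AL replicate 2 or SAMP8-AL replicate 3 (adjusted p 0.0622 to 0.0683). With the block it was 0.19.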

Other gene sets upregulated in SAMP8 but restored by CR were associated with organogenesis processes, extracellular matrix organization and MAPKKK cascade signaling (Table S3, Supporting information).

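Microfibril and matrix glycoprotein genes rose in P8AL-R1AL with a median of 0.45 (adjusted p = 0.00548, adjusted p = 0.307 with an estimated correlation). The fibroblast and meningeal markers, of which Dcn, Fbln1, Lum, Mgp and Postn are also among these genes, rose with them (median 0.83, adjusted p = 0.000256, adjusted p = 0.307 with an estimated correlation). Mfap4, a microfibril protein, had a log2 fold change of 1.37 (SE 0.24, adjusted p = 0.0108) and Mgp, the matrix Gla protein, 1.69 (SE 0.49, adjusted p = 0.0683). With CR serum the list had 0.072 (adjusted p = 0.638), which passed without SAMP8-CR replicate 1 (0.0104), and from AL to CR in SAMP8 the list fell by 0.17 (0.00283, adjusted p = 0.493 with an estimated correlation). The change with CR differed between the strains by -0.37 (0.00046, adjusted p = 0.346 with an estimated correlation). Genes of the MAP kinase cascade did not pass as a list in P8AL-R1AL (0.16 with adjusted p = 0.323), P8CR-R1CR (0.070 with adjusted p = 0.67) or P8CR-P8AL (-0.026 with adjusted p = 0.428). Dusp1, a phosphatase of MAP kinases, Dusp6, which acts on ERK, the kinase Mapk10 and the inhibitor Spred1 had -0.92 for Dusp1, 0.58 for Dusp6, 0.47 for Mapk10 and 0.37 for Spred1 in P8AL-R1AL (adjusted p 0.0564 to 0.163).
For all 12 samples together the microfibril list had 0.24 (adjusted p = 0.0539) in P8AL-R1AL, -0.014 (0.389) in P8CR-P8AL and -0.12 (0.0314) in the interaction, and its mean difference was 0.089 in SAMR1-AL replicate 1 and -0.032 in SAMP8-AL replicate 1. The fall with CR was lost without SAMP8-CR replicate 1 (0.591) and the interaction without SAMP8-CR replicate 1 (0.0589). With the block the list had 0.016 (adjusted p = 0.633) in P8AL-R1AL and -0.21 (adjusted p = 0.0321) in P8CR-R1CR, where it fell, and within the first set -0.096 (adjusted p = 0.613) and -0.18 (adjusted p = 0.00819). The block also ended the fall with CR in SAMP8 (-0.051 with adjusted p = 0.542) and the interaction (-0.21 with adjusted p = 0.0575), and within the second set the fall was not called (-0.053 with adjusted p = 0.467). Fibroblast markers had -0.14 (adjusted p = 0.234) in P8AL-R1AL within the first set. Among single genes the AL call ended for Mfap4 without SAMR1-AL replicate 2, SAMP8-AL replicate 2 or SAMP8-AL replicate 3 (adjusted p 0.0635 to 0.0993). The block gave it an adjusted p of 0.137. Over all 12 samples Dusp6, Mapk10 and Spred1 passed in P8AL-R1AL (0.86 for Dusp6, 0.41 for Mapk10 and 0.43 for Spred1, adjusted p = 0.021, 0.0437 and 0.0429). Dusp1 did not (0.105), though it passed in 5 of 24 other settings, and Mgp in 4 of 24.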

**Fig 1:**
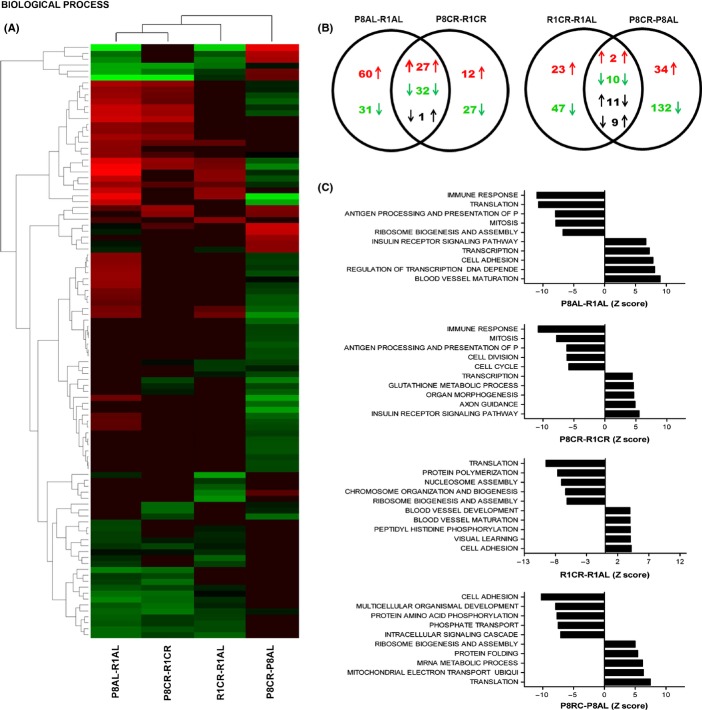
Gene pathways of biological processes were modulated differentially in SAMP8 vs. SAMR1 astrocytes, and these differences were attenuated by caloric restriction. (A) Hierarchical cluster of the 100 gene pathways of gene ontology (GO) gene sets for biological processes most differentially modulated between the experimental groups. (B) Venn diagrams showing the number of pathways upregulated (upward arrow, red number), downregulated (downward arrow, green number) or with opposed changes (black number). (C) Histograms indicating the GO terms for the top five upregulated and downregulated biological pathways between the experimental groups.

The results of the analysis of GO gene sets for cellular component are shown in Fig. S2 (Supporting information). A total of 65 GO terms differed between SAMP8 and SAMR1 (P8AL-R1AL), and 35 differed after CR treatment (P8CR-R1CR), namely differences decreased by 46%. Cluster analysis of the most significant 100 GO terms showed that CR induced many changes in SAMP8 that led to small differences, mostly downregulation, of gene sets of the cellular components in comparison with SAMR1 (Fig. S2A, Supporting information). Venn diagrams showed that 54% of gene sets that differed between SAMP8 and SAMR1 in basal conditions were not modified by CR (Fig. S2B, Supporting information). Treatment also induced changes in opposite direction in 43% of commonly affected gene sets in the two strains. 

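Mitochondrial ribosomal proteins and respiratory complexes were lower as lists in SAMP8 with AL serum and rose there with CR serum. Mrpl20 and Mrps24, of the 2 subunits of the mitochondrial ribosome, had log2 fold changes of -1.02 for Mrpl20 and -0.78 for Mrps24 in P8AL-R1AL, Ndufa13 of complex I -0.62, and Cox5b of complex IV -0.60 (adjusted p 0.0805 to 0.132). The medians in P8AL-R1AL were -0.17 (adjusted p = 2e-04) for mitochondrial ribosomal proteins, -0.19 (adjusted p = 0.0049) for complex I and -0.23 (adjusted p = 0.000761) for complexes II to IV. All 3 calls were lost with an estimated correlation (adjusted p = 0.458, 0.509 and 0.307). Mrpl35, of the large subunit, was at least 1.36-fold higher (adjusted p = 0.00152), the 1 of 66 mitochondrial ribosomal genes to pass alone. With CR serum none of these lists passed between the strains (0.080 with adjusted p = 0.457, 0.11 with adjusted p = 0.413 and 0.069 with adjusted p = 0.695 in the same order), except that mitochondrial ribosomal proteins were higher in SAMP8 with no detection filter (0.0354) and without SAMR1-CR replicate 2 (0.0239).
From AL to CR in SAMP8, 62 of 66 mitochondrial ribosomal genes, 27 of 28 of complex I and 21 of 24 of complexes II to IV were higher. The medians were 0.27 (adjusted p = 5.26e-13), 0.34 (adjusted p = 4.96e-11) and 0.27 (adjusted p = 7.1e-06), each lost with an estimated correlation (adjusted p = 0.425 for each), and no gene passed alone. In SAMR1 complexes II to IV fell by 0.021 (0.0321, adjusted p = 0.602 with an estimated correlation), and the 2 other lists did not pass (-0.016 with adjusted p = 0.0851 and 0.042 with adjusted p = 0.662, the latter with a test that pointed down). Mitochondrial ribosomal proteins did fall there in 9 of 27 other settings, over all 12 samples (0.000465), with the replicate block (0.00802), with the replicate block over all 12 samples (0.00052), with the array set as a block over all 12 samples (0.00044), with quantile normalization over all 12 samples (0.00206), within the first set (0.000463) and without SAMR1-CR replicate 1 (0.00806), SAMR1-CR replicate 2 (0.00381) or SAMR1-AL replicate 3 (0.0241). Complex I fell there with the replicate block (0.0496) and without SAMR1-CR replicate 1 (0.0322). The change with CR differed between the strains by 0.29 (adjusted p = 1.97e-11), 0.32 (adjusted p = 1.78e-07) and 0.36 (adjusted p = 2.84e-07), none of them passing with an estimated correlation (adjusted p = 0.346, 0.382 and 0.303). Ndufb10 of complex I, Cox7c of complex IV and Mrps25 had log2 fold changes of 0.48 for Ndufb10, 0.62 for Cox7c and 0.55 for Mrps25 in P8CR-P8AL.
With all 12 samples the medians in P8AL-R1AL were -0.28 (adjusted p = 2.28e-07), -0.23 (0.00416) and -0.19 (0.00416), and in P8CR-P8AL 0.29 (2.21e-13), 0.34 (2.26e-08) and 0.29 (0.000944). The list means in SAMR1-AL replicate 1 and SAMP8-AL replicate 1 were 0.18 and -0.24 for mitochondrial ribosomal proteins and 0.17 and -0.12 for complex I. Without SAMR1-AL replicate 2 the P8AL-R1AL calls of complex I (0.178) and of complexes II to IV (0.069) were lost, and the SAMR1 call was lost without SAMR1-AL replicate 2 (0.878) and SAMR1-CR replicate 3 (0.445). None of the 3 passed in P8AL-R1AL with the block (-0.026 with adjusted p = 0.0749, -0.043 with adjusted p = 0.395 and -0.14 with adjusted p = 0.0931), while within the first set mitochondrial ribosomal proteins had -0.32 (adjusted p = 5.99e-05). Mrpl20 and Mrps24 passed in 2 of 24 and 3 of 24 other settings. Within the second set all 3 rose with CR (0.22 with adjusted p = 7.27e-13, 0.31 with adjusted p = 2.74e-10 and 0.25 with adjusted p = 1.5e-05). That set holds 2 samples per group, and no estimated correlation was run there.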

Many ribosome and mitochondria component gene sets were highly downregulated in SAMP8 and restored by CR (Fig. S2C, Supporting information). 

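Collagen genes and, with them, fibroblast and meningeal markers, some of which are collagens, were higher in SAMP8 with AL serum. Col7a1, of anchoring fibrils, and Col8a1, of a short-chain collagen, had log2 fold changes of 1.72 for Col7a1 and 1.15 for Col8a1 in P8AL-R1AL (adjusted p 0.0226 to 0.0476), and Nid1, a nidogen of basement membranes, 1.86 (SE 0.39, adjusted p = 0.0207). All 17 collagens were higher, with a median of 0.71 (adjusted p = 0.000741, adjusted p = 0.307 with an estimated correlation), and basement membrane genes had 0.31 (adjusted p = 0.0409, adjusted p = 0.307 with an estimated correlation). Fibroblast and meningeal markers had 0.83 (adjusted p = 0.000256, adjusted p = 0.307 with an estimated correlation) with AL and 0.29 (adjusted p = 0.091) with CR serum, where they passed with no detection filter (0.015) and without SAMR1-CR replicate 1 (0.0284) or SAMP8-CR replicate 1 (3.06e-06). With CR serum the medians of collagens and basement membrane were 0.19 (adjusted p = 0.51) and 0.19 (adjusted p = 0.51), and collagens passed there without SAMP8-CR replicate 1 (0.00268). From AL to CR in SAMP8 both lists fell, with medians of -0.16 (0.0162, adjusted p = 0.549 with an estimated correlation) and -0.15 (0.0345, adjusted p = 0.471 with an estimated correlation), with Col6a1 and Col1a1, microfibrillar and fibrillar chains, at -0.68 for Col6a1 and -0.49 for Col1a1 (adjusted p = 0.983). In SAMR1 collagens rose by 0.27 (0.0321, adjusted p = 0.602 with an estimated correlation), with Col4a5 of basement membranes at 0.61, and basement membrane genes did not pass (0.091 with adjusted p = 0.727). The interactions were -0.54 (adjusted p = 0.000219, adjusted p = 0.346 with an estimated correlation) and -0.26 (adjusted p = 0.0492, adjusted p = 0.387 with an estimated correlation).
With all 12 samples collagens had 0.45 (adjusted p = 0.0347) in P8AL-R1AL, 0.057 (0.74) in P8CR-P8AL, where the sign changed, 0.26 (0.00466) in R1CR-R1AL and an interaction of -0.19 (0.14). Basement membrane genes had 0.27 (0.0345), -0.032 (0.4) and an interaction of -0.16 (0.0746). The collagen mean was 0.050 in SAMR1-AL replicate 1 and -0.24 in SAMP8-AL replicate 1. Basement membrane genes were lost in P8AL-R1AL without SAMR1-AL replicate 2 (0.069), SAMR1-AL replicate 3 (0.0934), SAMP8-AL replicate 3 (0.0756) and SAMP8-CR replicate 3 (0.0666). In P8CR-P8AL collagens were lost without SAMP8-CR replicate 1 (0.767) and SAMP8-AL replicate 3 (0.144), and basement membrane genes without SAMP8-CR replicate 1 (0.433), SAMP8-AL replicate 3 (0.122) and SAMP8-CR replicate 3 (0.0705). Collagens in SAMR1 were lost without SAMR1-CR replicate 1 (0.138), SAMR1-AL replicate 2 (0.341) and SAMR1-CR replicate 3 (0.0734), and the basement membrane interaction without SAMR1-CR replicate 1 (0.118), SAMR1-AL replicate 2 (0.0529), SAMR1-CR replicate 2 (0.0615), SAMR1-AL replicate 3 (0.209), SAMP8-CR replicate 1 (0.253), SAMP8-AL replicate 3 (0.123) and SAMP8-CR replicate 3 (0.0845).
The array set as a block ended the rise in P8AL-R1AL (0.019 with adjusted p = 0.974 for collagens and 0.074 with adjusted p = 0.883 for basement membrane), and within the first set the median was -0.062 (adjusted p = 0.366) for collagens and -0.14 (adjusted p = 0.234) for fibroblast markers. The fall with CR did not pass with the block (-0.050 with adjusted p = 0.776 and -0.076 with adjusted p = 0.453) or within the second set (-0.052 with adjusted p = 0.509 and -0.079 with adjusted p = 0.353), and with the block the basement membrane interaction did not (-0.16 with adjusted p = 0.251). Across all 12 samples Col7a1 and Nid1 did not pass (adjusted p = 0.166 and 0.0731), nor did the 3 genes with the block (adjusted p 0.493 to 0.573). Their calls were lost for all of them without SAMR1-AL replicate 2, SAMP8-AL replicate 2 or SAMP8-AL replicate 3 (adjusted p 0.0853 to 0.248), and Col7a1 and Nid1 without SAMR1-AL replicate 3 (adjusted p 0.0761 to 0.0862). Losses came too for Col8a1 without SAMP8-CR replicate 2 or SAMP8-CR replicate 3 (adjusted p 0.0692 to 0.0719).

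**Figure D4:**
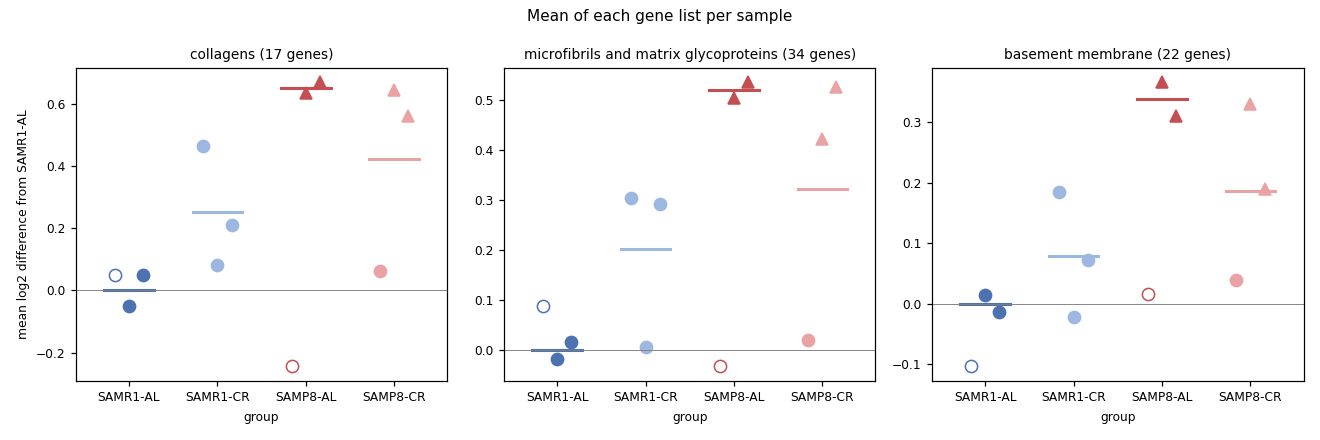
Mean log2 difference from SAMR1-AL of collagen, microfibril and basement membrane lists in each sample, with collagens at 0.062 in SAMP8-CR replicate 1. Triangles are samples of the second array set, open symbols the 2 samples that the paper left out, and bars the means of the 10 used samples.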

Some of the extracellular matrix and membrane components that were upregulated in SAMP8 were restored by CR (i.e., proteinaceous matrix, collagen, basement membrane) (see Table S4, Supporting information).

The results of the analysis of GO gene sets for molecular function are shown in Fig. S3 (Supporting information). A total of 86 GO terms differed between SAMP8 and SAMR1 (P8AL-R1AL), and 59 differed after CR treatment (P8CR-R1CR). Cluster analysis of the most significant 100 GO terms showed that CR induced many changes in the expression of SAMP8 gene sets, which decreased the differences between both types of CR-treated astrocytes (Fig. S3A, Supporting information). Venn diagrams showed that 47% of the gene sets that differed between SAMP8 and SAMR1 in basal conditions were not modified by CR. Treatment also induced changes in opposite direction in 67% of commonly affected gene sets in the two strains (Fig. S3B, Supporting information). 

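Sod3, the extracellular superoxide dismutase, fell in P8AL-R1AL with a log2 fold change of -0.90 (SE 0.21, adjusted p = 0.0347), and antioxidant enzymes fell as a list (-0.16 with adjusted p = 0.0122, adjusted p = 0.307 with an estimated correlation). Prdx1, a peroxiredoxin, and Glrx, a glutaredoxin, had -0.69 for Prdx1 and -0.68 for Glrx (adjusted p 0.07 to 0.0813). With CR serum the list did not pass between the strains (0.049 with adjusted p = 0.684), and Sod3 had -0.48 (SE 0.17, adjusted p = 0.185). The change with CR differed between the strains by 0.24 (3.7e-05, adjusted p = 0.303 with an estimated correlation). With the 12 samples together the list had -0.18 (adjusted p = 0.0242) in P8AL-R1AL and an interaction of 0.25 (0.000228), and Sod3 had -0.97 (0.00862). The list's mean difference from SAMR1-AL was 0.062 in SAMR1-AL replicate 1 and -0.11 in SAMP8-AL replicate 1.
The P8AL-R1AL call of the list was lost without SAMR1-AL replicate 2 (0.155) and with the array set as a block (-0.020 with adjusted p = 0.0979). The single call was lost for Sod3 without SAMR1-AL replicate 2, SAMP8-AL replicate 2, SAMP8-CR replicate 2, SAMP8-AL replicate 3 or SAMP8-CR replicate 3 (adjusted p 0.0531 to 0.212). Glrx passed in 4 of 24 other settings, over all 12 samples with an adjusted p = 0.0226. The block gave Sod3 an adjusted p of 0.186.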

Ribosome-related molecular functions, antioxidant activities and hydrogen ion transport were highly downregulated gene sets in SAMP8 that were restored after CR. Molecule-binding gene sets (protein, metal ion, nucleic acid) were upregulated in SAMP8 in basal conditions and were mostly restored after CR treatment (Fig. S3C, Supporting information). 

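Tgfbi, an adhesion protein induced by TGF-beta, was lower in SAMP8 than in SAMR1 with AL serum (-1.18, SE 0.28, adjusted p = 0.0345) and with CR serum (-1.42, SE 0.23, adjusted p = 0.00393). Ltbp1, which binds latent TGF-beta, was lower with CR serum (-1.17, SE 0.17, adjusted p = 0.00153) and missed the threshold with AL serum (-0.74, SE 0.20, adjusted p = 0.0566), and its second probe had -0.050 and -0.21. Fbln1, a fibulin of elastic fibres, was higher with AL serum (1.13, SE 0.25, adjusted p = 0.0277) and did not pass with CR serum (0.63, SE 0.20, adjusted p = 0.138). Tnc, tenascin, had -0.21 with AL and -0.40 with CR serum and did not pass. No single gene passed from AL to CR serum in either strain.
Across the 12 samples Tgfbi and Ltbp1 had -1.42 for Tgfbi and -1.17 for Ltbp1 in P8CR-R1CR and passed, and Fbln1 had 0.63 in P8AL-R1AL and did not (adjusted p = 0.191). Both passed in P8CR-R1CR without each sample, and with the array set as a block Ltbp1 did (adjusted p = 0.0187) and Tgfbi did not (0.0724). With AL serum the calls were lost for Tgfbi and Fbln1 without SAMR1-AL replicate 2, SAMP8-AL replicate 2 or SAMP8-AL replicate 3 (adjusted p 0.108 to 0.225), and Fbln1 without SAMR1-AL replicate 3 (adjusted p 0.0916). With AL serum Ltbp1 passed in 10 of 24 other settings, such as all 12 samples (-0.89, adjusted p = 0.0184), so the miss over the 10 samples marks no difference between the sera. The block gave Tgfbi and Fbln1 0.314 and 0.678 there.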

Extracellular matrix-upregulated gene sets were partially protected by CR; namely longitudinal stress was protected, but not structural integrity. 

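Klf7 and Klf13, Kruppel-like factors, and Sox8, a factor of glial development, rose in P8AL-R1AL and Ets2, an Ets family factor, fell, with log2 fold changes of 1.09 for Klf7, 0.91 for Klf13, 1.02 for Sox8 and -0.85 for Ets2 (adjusted p 0.0264 to 0.047). Transcription factors and cofactors rose as a list, with 59 of 66 higher and a median of 0.28 (adjusted p = 0.000142, adjusted p = 0.307 with an estimated correlation). With CR serum the list did not pass between the strains (0.11 with adjusted p = 0.151) except by PAGE, with no detection filter (0.0468) and without SAMR1-CR replicate 3 (0.0315), while Sox8 had 1.09 (SE 0.21, adjusted p = 0.0138). From AL to CR the list rose in SAMR1 by 0.12 (0.0232, adjusted p = 0.602 with an estimated correlation) and did not pass in SAMP8 (-0.057 with adjusted p = 0.116), and the change differed between the strains by -0.25 (0.000709, adjusted p = 0.346 with an estimated correlation). In SAMP8 it fell in 5 of 27 other settings, over all 12 samples (0.0401), with the replicate block over all 12 samples (0.0163), with the array set as a block over all 12 samples (0.0374) and without SAMP8-AL replicate 2 (0.00799) or SAMP8-CR replicate 3 (0.0249).
For all 12 samples together the medians were 0.25 (adjusted p = 1.14e-06) in P8AL-R1AL, 0.11 (0.158) in P8CR-R1CR, 0.12 (0.000473) in R1CR-R1AL and -0.16 (3.31e-05) in the interaction. The SAMR1 call was lost without SAMR1-AL replicate 2 (0.892) and SAMR1-CR replicate 3 (0.319) and the interaction without SAMR1-AL replicate 2 (0.406). The block gave 0.39 (adjusted p = 0.0094) in P8AL-R1AL. Single calls with AL serum ended for all of them without SAMR1-AL replicate 2, SAMP8-AL replicate 2 or SAMP8-AL replicate 3 (adjusted p 0.0541 to 0.254), and Sox8 and Ets2 without SAMP8-CR replicate 2 or SAMP8-CR replicate 3 (adjusted p 0.0565 to 0.0702). Further calls ended for Ets2 without SAMR1-AL replicate 3 (adjusted p 0.114), and for Sox8 without SAMP8-CR replicate 1 (adjusted p 0.0536). In P8CR-R1CR the call ended for Sox8 without SAMP8-CR replicate 1 or SAMP8-CR replicate 2 (adjusted p 0.0519 to 0.0642). With the block the 4 genes had adjusted p 0.0739 to 0.405 with AL serum, and over all 12 samples Klf13 did not pass (0.0626).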

Upregulated gene sets involved in the regulation of transcription were partially normalized by CR. Quantitative PCR data for selected genes highly upregulated or downregulated in SAMP8 are shown in Table S6 (Supporting information).

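All 13 genes of Table S6 that were tested here had the same sign on the array as by qPCR in P8AL-R1AL, among them Npy, Hspb1 and Fcgr3, which were lower in SAMP8, and Slc25a18, Reck and Glycam1, which were higher. In P8CR-R1CR 11 had the same sign, and Gpr137b-ps and Emb did not. The sizes differed in either direction. In P8AL-R1AL the folds by array and by qPCR were 4.61 and 1.26 for Gpr137b-ps and 6.47 and 1.95 for Slc25a18. For Glycam1 they were 4.69 and 6.85, and for Npy 0.204 and 0.07. Gdpd5 was at least 5.53-fold lower on the array, where its value is a bound, and 0.88-fold by qPCR, so the array difference was the larger. The log2 values of both methods had a Pearson r of 0.833 (p = 0.00143, adjusted p = 0.00715) in P8AL-R1AL and 0.773 (p = 0.0038, adjusted p = 0.0095) in P8CR-R1CR, by permutation and adjusted over 5 such correlations. Spearman's rho was 0.621 and 0.571 (adjusted p = 0.111 and 0.111). Within the 6 genes higher in SAMP8 r was -0.548 and within the 7 lower ones -0.627 in P8AL-R1AL. The positive correlation thus lies between the 2 groups of genes and not inside them. Inmt, Gdpd5 and Emb enter these r with values that are bounds, so the negative sign inside the groups is not settled. By the same permutation test r was -0.152 (p = 0.622) in R1CR-R1AL and 0.284 (p = 0.347) in P8CR-P8AL.
On the array Gdpd5 and Emb were detected in no SAMP8 sample of the 10, and Inmt in no SAMR1-AL sample, so that their values in P8AL-R1AL and those of Gdpd5 and Emb in P8CR-R1CR are bounds. Without these genes, a choice made after seeing the data, r was 0.892 (adjusted p = 0.0141, 10 genes) in P8AL-R1AL and 0.863 (0.0141, 11 genes) in P8CR-R1CR. Ndst1, the 14th gene of the table, is not analysed here. Table S6 gives mean qPCR folds, and its genes were chosen by the authors from their array results, so the genes are not a random sample. The array values are those over the 10 samples, and over all 12 r was 0.822 and 0.773.

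**Figure D5:**
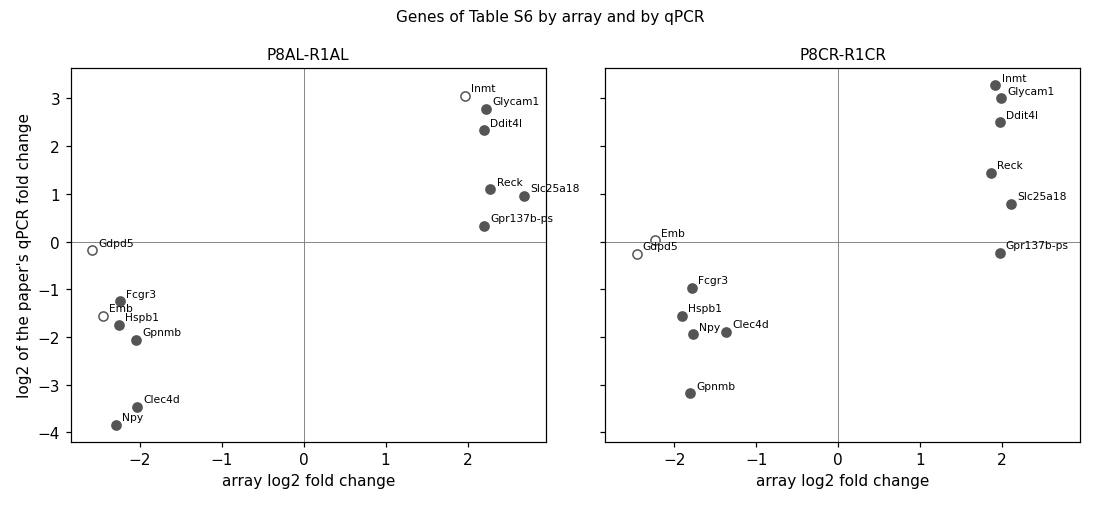
Log2 fold change by qPCR from Table S6 against that of the array for the 13 genes in P8AL-R1AL and P8CR-R1CR, with open points for genes detected in only 1 of the 2 groups. Without the 2 farthest genes r is 0.845 and 0.75.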

### Caloric restriction ameliorated senescence phenotype of SAMP8 astrocytes

Microscopical analysis did not show major changes of cellular morphology or mitochondrial mass in SAMP8 astrocytes as compared to SAMR1 (Fig.2A). However, SAMP8 cultures showed replicative senescence as indicated by elevated β-galactosidase activity, which was protected by CR treatment (Fig.2A). Furthermore, SAMP8 astrocytes showed accumulation of oxidative damage that is also associated to aging. 

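Glb1, which codes for lysosomal beta-galactosidase, had a log2 fold change of 0.78 (SE 0.21, adjusted p = 0.0534) in P8AL-R1AL and 0.90 (SE 0.17, adjusted p = 0.012) in P8CR-R1CR. Between the sera it had -0.043 in SAMP8 (adjusted p = 0.992) and -0.16 in SAMR1 (adjusted p = 0.908). The array measures the transcript, and the paper's stain the activity of the enzyme. Over all 12 samples the adjusted p was 0.00751 in P8AL-R1AL. In P8CR-R1CR the call ended for Glb1 without SAMP8-CR replicate 2 (adjusted p 0.06). With the array set as a block it did not pass in either (adjusted p 0.405 and adjusted p 0.157).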

Nitrotyrosinated proteins detected in SAMP8 cultures were protected by CR treatment (Fig.2A). Quantitative changes of mRNA expression were analyzed for representative mitochondrial complex and ribosome components and antioxidant molecules that were increased after CR treatment according to microarray results. These genes resulted moderately upregulated as shown in Fig.2B (ANOVA, factor treatment, *F*_1,56_ = 7.625, *P *= 0.0078; without individual significant changes) and then might help as a whole to ameliorate senescence phenotype of SAMP8 astrocytes. 

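The 10 genes of Table S7 were all higher with CR serum in SAMP8 on the array, and none passed alone. Ndufa1, Uqcrh, Cox6b1 and Atp5e, of respiratory complexes I, III, IV and V, had log2 fold changes of 0.54, 0.60, 0.43 and 0.54 in P8CR-P8AL, and Mrpl14, of the mitochondrial ribosome, 0.42. Sod1, the cytosolic superoxide dismutase, Gpx3 and Gpx8, glutathione peroxidases, Atox1, a copper chaperone, and Nudt1, which removes oxidised nucleotides, had 0.44, 0.43, 0.49, 0.35 and 0.34 (adjusted p = 0.983 for each of the 10). The changes correspond to 1.27 to 1.51-fold. As a group the 10 genes had a median of 0.438 and a camera p of 7.69e-08, for a group that the authors chose from these same samples. Array and qPCR values of these genes had an r of 0.079 (p = 0.825 by permutation). Across all 12 samples the log2 fold changes were 0.43, 0.53, 0.46, 0.56, 0.37, 0.39, 0.31, 0.50, 0.30 and 0.34 in the order of the sentences above.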

Gene full names and data are shown in Table S7 (Supporting information). Next, oxidative status and mitochondrial function were deeply analyzed as described below.

**Fig 2:**
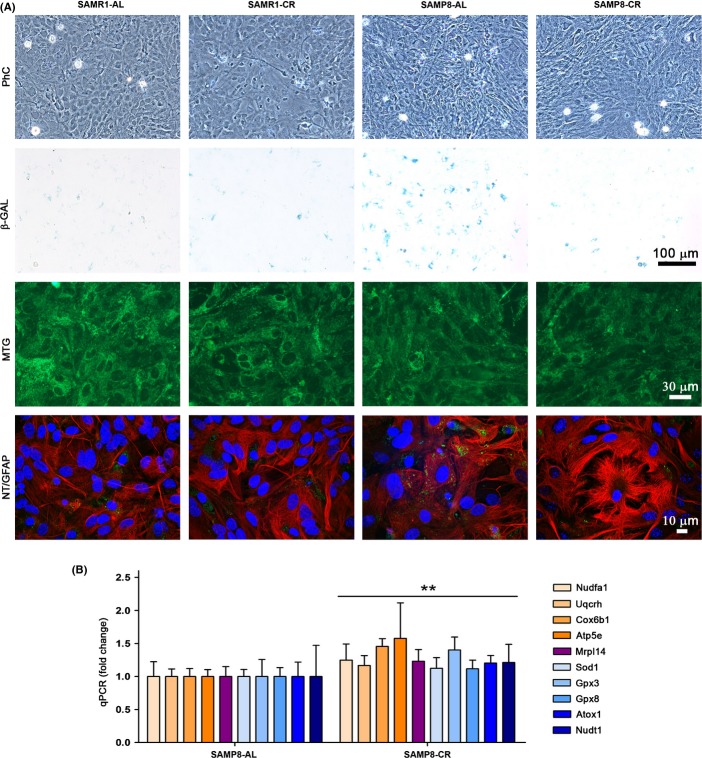
Senescence phenotype of SAMP8 astrocytes was ameliorated by caloric restriction. (A) No distinctive morphological changes were observed by phase contrast microscopy (PhC) in SAMP8 as compared to control strain SAMR1, but β-galactosidase (β-GAL) blue staining of the same microscopy fields indicated the presence of replicative senescence in SAMP8 astrocytes treated with *ad libitum* serum (SAMP8-AL), whereas staining was greatly reduced in those treated with caloric restriction serum (SAMP8-CR). Mitotracker green FM (MTG) stained a similar mitochondrial pattern in the different cultures (green fluorescence). Immunostaining of nitrotyrosinated proteins (NT) was only visible (green fluorescence spots) in SAMP8-AL astrocytes, whereas that of GFAP (red fluorescence) showed similar astrocyte morphology in the different cultures; nuclei were counterstained with TO-PRO-3 iodide (confocal images). Representative images, *n *= 4. (B) Gene expression of mitochondrial and antioxidant genes measured by real-time qPCR showed a moderate increase in SAMP8 astrocytes after CR treatment. Nudfa1, Uqcrh, Cox6b1, Apt5e, and Mrpl14 encode proteins of mitochondrial complexes I, III, IV, V, and mitochondrial ribosomes, respectively; Sod1, Gpx3, Gpx8, and Atox1 encode a variety of soluble and membrane antioxidants, and Nudt1 a selective nucleic acid antioxidant. See Table S7 (Supporting information) for full name of genes and oligomers used. Statistics: **P < 0.01 overall effect of CR treatment according to ANOVA, without *post hoc* Bonferroni's test significance.

### Caloric restriction reduced oxidative damage of SAMP8 astrocytes

SAMP8 astrocytes showed higher levels of ROS than SAMR1 ones (Fig.3A). Differences between the two cultures were smaller after oxidative injury caused by hydrogen peroxide, which greatly increased ROS generation as tested by DCF (ANOVA indicated an effect of strain *F*_1,63_ = 6.412, *P* = 0.0138; and hydrogen peroxide *F*_1,63_ = 98.87, *P* < 0.0001). SAMR1 and SAMP8 astrocytes showed similar levels of oxygen consumption (Fig.3B). CR treatment decreased the respiratory rate, as expected. This decrease was significant in SAMR1, whereas SAMP8 showed a clear trend with mean values similar to SAMR1 astrocytes (ANOVA indicated an effect of CR treatment, *F*_1,23_ = 6.009, *P* = 0.0222). CR reduced ROS generation in SAMR1 astrocytes (Fig.3C) (ANOVA indicated the significance of strain in control and hydrogen peroxide conditions, *F*_1,42_ = 11.24, *P* = 0.0017 and *F*_1,51_ = 6.269, *P* = 0.0155 respectively; and an effect of CR treatment against hydrogen peroxide, *F*_1,51_ = 6.072, *P* = 0.0171). The presence of oxidized proteins was significantly higher in SAMP8 astrocytes, as shown by the analysis of carbonyl groups (Fig.3D). Levels of SAMP8 oxidized proteins were close to SAMR1 values after CR treatment (ANOVA indicated significance of strain, *F*_1,32_ = 6.729, *P* = 0.0142). Levels of the mitochondrial antioxidant enzyme aconitase 2 showed a trend to decrease in SAMP8 astrocytes and a significant increase after CR treatment (Fig.3E) (ANOVA indicated an interaction of strain x treatment, *F*_1,22_ = 5.975, *P* = 0.230).

**Fig 3:**
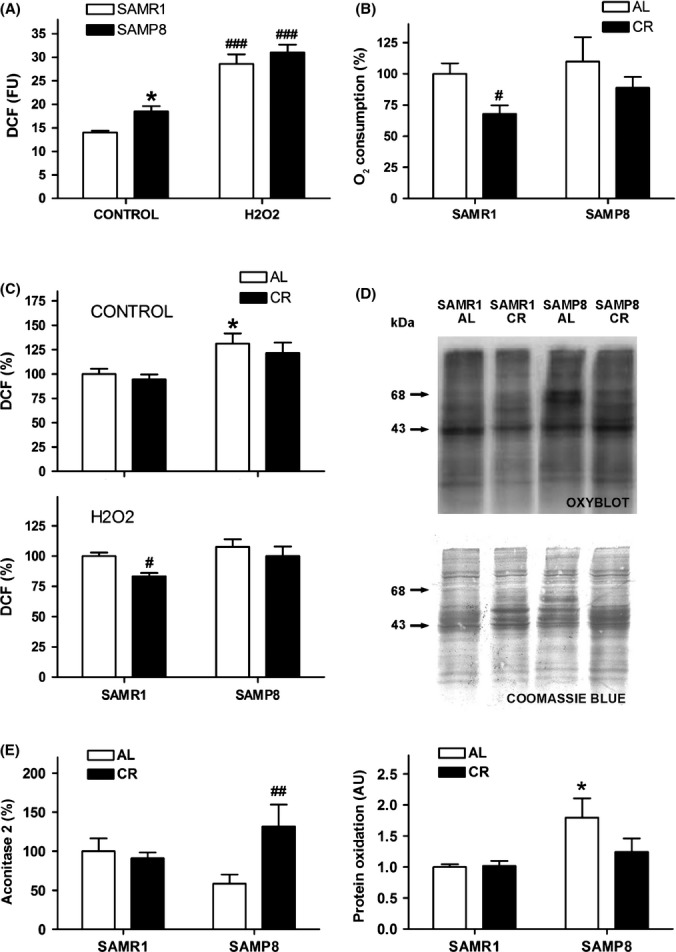
Caloric restriction reduced the oxidative stress suffered by SAMP8 astrocytes. (A) SAMP8 astrocytes generated more reactive oxygen species (ROS) than SAMR1 astrocytes in control conditions as measured by increased dichlorofluorescein (DCF) fluorescence units (FU), whereas differences between the two cell types were minor in the presence of hydrogen peroxide. (B) Caloric restriction (CR) reduced the oxygen consumption of the astrocyte cells compared with control conditions (AL). (C) CR barely decreased the excess ROS generated by SAMP8 astrocytes, whereas the decrease it induced in the ROS generated by hydrogen peroxide was only significant in control SAMR1 astrocytes. (D) CR reduced the increased level of carbonylated proteins of SAMP8 astrocytes, as shown in representative oxyblots. Coomassie blue staining was used to normalize protein oxidation in an integrated area including the two main oxidation bands (arrows). Statistics: *P < 0.05 vs. SAMR1; #*P* < 0.05, and ##*P* < 0.01, vs. control *ad libitum* (AL) conditions by Bonferroni's test.

### Caloric restriction improved mitochondrial complex proteins of SAMP8 astrocytes

SAMP8 astrocytes had a lower MMP than SAMR1 astrocytes, as tested by rhodamine 123 (Fig.4A). In addition, SAMP8 astrocytes were more sensitive to the respiratory complex III selective inhibitor antimycin A (Fig.4B). Therefore, they showed a functional deficit in the respiratory complex III. SAMP8 astrocytes tested using TMRM/NAO also showed a decreased MMP in comparison with SAMR1 (Fig.4C). This difference was not ameliorated by CR (ANOVA indicated an effect of strain *F*_1,18_ = 15.20, *P* = 0.0011; and no significant effect of CR treatment). CR did not protect SAMP8 from antimycin A sensitivity either (not shown). SAMP8 showed decreased levels of markers of mitochondrial complexes as compared to SAMR1 that were significant for complex III, IV and V (ANOVA, factor strain, *F*_1,28_ = 7.295, *P* = 0.0120, *F*_1,28_ = 5.317, *P* = 0.0290 and *F*_1,28_ = 7.301, *P* = 0.0116, respectively). CR induced a trend to recover complex protein levels, mainly the most depressed complex III (Fig.4D). NAO fluorescence as indicative of mitochondrial mass did not show significant changes with CR (Fig.4E).

**Fig 4:**
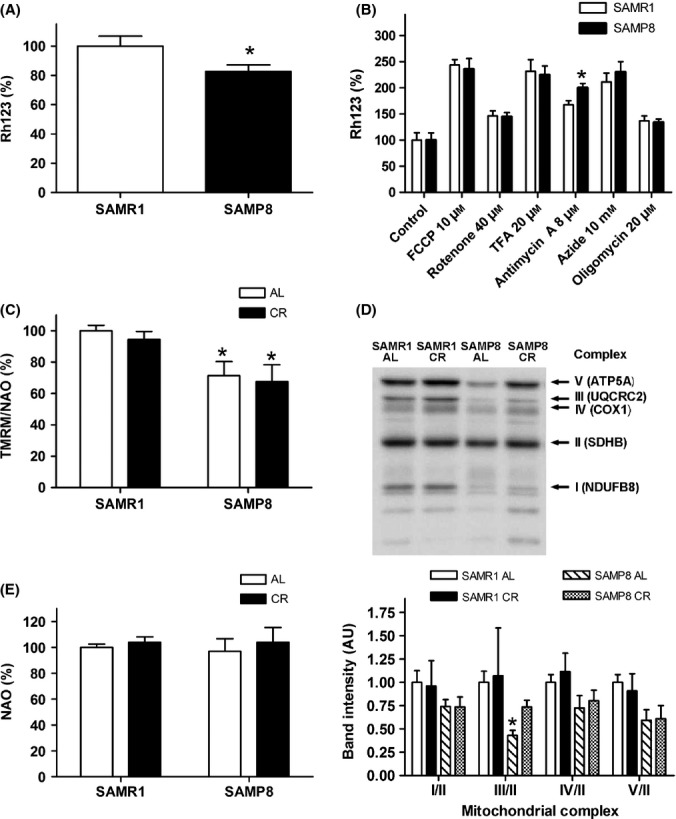
SAMP8 astrocytes showed mitochondrial impairment that was partially ameliorated by caloric restriction. (A) SAMP8 astrocyte mitochondria had reduced membrane potential (MMP) as measured by rhodamine 123 (Rh123). (B) Mitochondrial uncouplers and specific inhibitors showed the differential sensitivity of SAMP8 astrocytes against antimycin A, an inhibitor of complex III, compared with SAMR1 astrocytes. (C) Caloric restriction (CR) barely modified MMP in comparison with the control *ad libitum* (AL) treatment, measured according to the ratio of tetramethylrhodamine methyl ester to nonyl acridine orange (TMRM/NAO). (D) Mitochondrial complex proteins showed a general trend to decrease in SAMP8 in comparison with the SAMR1 levels. CR improved the level of the mitochondrial complex III protein marker in SAMP8, which was significantly decreased, as shown in representative immunoblots and densitometry analysis of proteins from the respiratory chain complexes. The immunoreactivity of the protein bands of adenosine triphosphate (ATP) synthase subunit α (ATP5A, complex V), ubiquinol-cytochrome-c reductase complex core protein 2 (UQCRC2, complex III), cytochrome c oxidase I (COX1, complex IV), and NADH dehydrogenase [ubiquinone] 1 β subcomplex subunit 8 (NDUFB8, complex I) was normalized to that of succinate dehydrogenase [ubiquinone] iron-sulfur subunit (SDHB, 30 kDa subunit, complex II) protein. (E) CR barely modified the mitochondrial mass as measured by NAO. Statistics: *P < 0.05 vs. SAMR1 by Bonferroni's test.

## Discussion

Astrocytes of the senescence mouse SAMP8 showed a gene expression profile indicative of age-related cell frailty and physiological decline. A number of genomic and proteomic studies of SAMP8 brain tissue compared with control mouse SAMR1 have been undertaken to discern the genetic basis of the complex phenotype of brain senescence that paves the path to AD or other neurodegenerative diseases. A review of the main findings concluded that SAMP8 brain shows gene expression changes in the functional categories of neuroprotection, signal transduction, protein folding and degradation, antioxidant system, energy metabolism, immune response, cytoskeleton and transport (Butterfield & Poon, 2005). The changes in gene expression in SAMP8 astrocytes found in the present study generally fit into these categories. Note that the increased expression of genes linked to pathways of both aging and AD confirms the trend for pathological aging of the SAMP8 astrocytes.

SAMP8 astrocytes were defective in the expression of immune and antioxidant response genes, in agreement with a frail aging phenotype characterized by a reduced capacity to cope with cell stressors. Frailty is induced in the process of aging by a critical lowering of the physiological reserve capacity following a lifetime of injuries. Once the condition of frailty is reached, cells are prone to age-related physiological decline (Kirkland & Peterson, 2009). For instance, accumulation of oxidative damage may lead to the exhaustion of antioxidant capacity and open the way to age-related pathologies (Salmon *et al*., 2010). Similarly, immunological response to antigen presentation is diminished in frail elderly (de la Rosa *et al*., 2006). In the brain, astrocytes have antioxidant and antipathogen activity. These two defense functions, the latter together with microglia, greatly contribute to the neuroprotective role of astrocytes. Their decline in the SAMP8 astrocytes will reduce their vital support to neurons, consistent with the results reported in a co-culture system (García-Matas *et al*., 2008).

Treatment with CR serum induced huge changes in the gene expression of astrocytes. In control astrocytes, as expected, CR reduced cell growth-related mechanisms and prepared the cells for survival in a low-nutrient environment. Similarly, a previous study with a hepatoma cell line treated with CR serum showed a gene modulation, leading to the reduction of cell proliferation and enhanced tolerance to stress (de Cabo *et al*., 2003). 

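The 7 lists that CR moved in both strains by camera went opposite ways over the 10 samples. None of the 7 passed in either strain with an estimated correlation (adjusted p = 0.602 in SAMR1 and 0.425 to 0.549 in SAMP8), and over all 12 samples collagens had the same sign in both. Gfap had log2 fold changes of 0.98 in R1CR-R1AL and -0.066 in P8CR-P8AL (0.52 and -0.20 over all 12 samples), and Cox17, a copper chaperone of cytochrome oxidase, -0.34 and 0.43 (-0.34 and 0.41 over all 12), and no gene passed in either comparison. Over the 11241 probes the change in R1CR-R1AL and that in P8CR-P8AL had a Pearson r of 0.0988, with opposite signs in 47.9% of the probes. In 1000 draws simulated with the spread of these samples and no CR effect, the middle 95% ran from -0.704 to 0.697 for r. For the share it ran from 24.5% to 74.8%. These draws shuffle residuals that are not independent within a group, which can widen the ranges, so they cannot decide on either value.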

Notably, the effects of CR were largely opposed in SAMP8 astrocytes compared with SAMR1, leading to a reduction in transcriptomic differences between the two strains. For instance, downregulation of pathways related to protein synthesis and upregulation of genes related to extracellular matrix and to maturation of some organs such as blood vessels were observed in SAMR1. Cell growth pathways were downregulated and extracellular matrix and organ maturation were already upregulated in SAMP8 in basal conditions. CR generally ameliorated these changes toward healthy astrocyte levels, although did not reverse some of the senescence markers such as the immune deficiency shown by SAMP8 cells. Interestingly, CR reversed the substantial decrease in gene expression found for components and functional pathways of ribosomes. Indeed, a decrease in ribosome gene expression has been implicated in age- and AD-related changes (Payão *et al*., 1998), and a decreased rate of protein synthesis has been reported in aged mitochondria (Hudson *et al*., 1998). However, CR induced a downregulation of ribosome-related genes in control SAMR1 astrocytes in agreement with a reduction in protein synthesis to lower energy expenditure. Therefore, CR induced changes in opposite direction in SAMP8 cells to bring their pattern of gene activation closer to that of healthier cell conditions.

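In SAMR1 the cytosolic ribosomal proteins were lower as a list with CR serum, with a median of -0.36 (adjusted p = 2.17e-12, adjusted p = 0.602 with an estimated correlation) and 40 of 43 genes lower. SAMR1-AL replicate 1, which had AL serum and is not among the 10 samples, was low as well. Its list mean was -0.40 relative to the SAMR1-AL samples used. Rpl41 and Rpl8, of the large subunit, had log2 fold changes of -0.80 for Rpl41 and -0.60 for Rpl8 in R1CR-R1AL (adjusted p = 0.863 for each, from limma), and no gene of the list passed alone, nor when adjusted over the list alone. The chaperones Stip1 and Tcp1, which fold newly made proteins, had -0.53 for Stip1 and -0.41 for Tcp1. With the 12 samples together the ribosomal median was -0.21 (adjusted p = 3.04e-06), and the call held without each of the 10 samples and within the first array set (-0.20 with adjusted p = 2.27e-05).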

SAMP8 astrocytes showed increased ROS generation and protein oxidation, signs of accelerated aging. Accumulation of oxidative damage with age might derive from increased mitochondrial production of ROS unbalanced with the cellular response to oxidative stress (Balaban *et al*., 2005). Remarkably, CR specifically increased antioxidant defense gene pathways in SAMP8 astrocytes. Therefore, we found a decrease of protein carbonylation and nitrosylation in CR-treated SAMP8 astrocytes although their generation of ROS was not significantly decreased. 

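Antioxidant enzymes rose as a list with CR serum in SAMP8, with 24 of 28 genes higher and a median of 0.17 (adjusted p = 0.00124, adjusted p = 0.425 with an estimated correlation), and fell in SAMR1 with -0.054 (adjusted p = 0.0463, adjusted p = 0.602 with an estimated correlation). Prdx3, the mitochondrial peroxiredoxin, and Msrb2, a methionine sulfoxide reductase, had log2 fold changes of 0.29 for Prdx3 and 0.40 for Msrb2 in P8CR-P8AL (adjusted p = 0.983), and Sod2, the mitochondrial superoxide dismutase, and Prdx1 -0.30 for Sod2 and -0.36 for Prdx1 in R1CR-R1AL (0.863). All 12 samples gave 0.17 (adjusted p = 0.0131) and -0.091 (0.0293), and within the second array set the rise in SAMP8 was 0.17 (adjusted p = 0.000341). The SAMP8 call held without each of the 10 samples, and the SAMR1 call was lost without SAMR1-AL replicate 2 (0.718), SAMR1-CR replicate 2 (0.0972), SAMR1-CR replicate 3 (0.339), SAMP8-CR replicate 1 (0.0573), SAMP8-AL replicate 2 (0.0543), SAMP8-CR replicate 2 (0.052) and SAMP8-AL replicate 3 (0.0548) and with the array set as a block (-0.054 with adjusted p = 0.0575).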

Interestingly, levels of the mitochondrial antioxidant enzyme aconitase 2 were higher in SAMP8 astrocytes after CR treatment. This and other antioxidant agents would contribute to improve the redox state and decrease the oxidative damage markers. A previous report has shown a reduction of protein carbonyl and nitrotyrosine levels and of the lipid peroxidation marker 8-isoprostane in a similar *in vitro* CR model with human neuroblastoma SH-SY5Y cells (Hyun *et al*., 2006). This study had also demonstrated an increase of antioxidant defenses and a decrease of oxidative damage in the plasma membrane of rat brain submitted to CR. Other authors have reported that CR treatment *in vivo* increases the activity of the glutathione system and reduces ROS generation in rat brain (Ribeiro *et al*., 2012).

Mitochondrial dysfunctions are believed a main contributor to age-related oxidative stress and cell frailty. In this regard, the general deficiencies found in mitochondrial complexes, more noticeable in complex III, may be the basis of the senescent phenotype of SAMP8. A decrease in complex III activity has also been reported in mitochondria from whole-brain homogenates of SAMP8 in comparison with SAMR1 at 4 weeks of age (Fujibayashi *et al*., 1998). A reduced ATP content in hippocampal tissue of aged SAMP8 (Xu *et al*., 2007) confirms the progressive failure of mitochondrial function *in vivo*, although we did not found a decrease of oxygen consumption *in vitro*. The bioenergetic efficiency of mitochondria increases under CR, which leads to the generation of less ROS for equivalent ATP production than in control conditions (López-Lluch *et al*., 2006). The CR treatment *in vitro* improved the mitochondrial machinery of SAMP8, but this was not enough to normalize mitochondrial alterations such as reduced MMP. Indeed, CR has been reported to decrease MMP as part of the adaptive shift in mitochondrial energy metabolism and resistance to oxidative stress (López-Lluch *et al*., 2006). In line with higher mitochondrial efficiency, a decrease in oxygen consumption after CR treatment has been shown in rat hepatocyte and human HeLa cells (López-Lluch *et al*., 2006) and whole-body healthy (Civitarese *et al*., 2007) and obese humans (Redman & Ravussin, 2011). Metabolic adaptation in humans accounts for a 6% reduction in sedentary energy expenditure (Redman & Ravussin, 2011). There was around 30% decrease in oxygen consumption in SAMR1 astrocytes similar to a 40% decrease previously found in rat and human cell cultures (López-Lluch *et al*., 2006). A decrease also shown by SAMP8, although not statistically significant, was consistent with some adaptive response to CR-induced changes. Furthermore, CR induced rejuvenation effects in SAMP8 mitochondria, namely the partial restoration of damaged organelles through the upregulation of genes for mitochondrial components, amelioration of functional pathways and protection against further damage through the upregulation of antioxidant pathways.

The adjustment of energy expenditure and general amelioration of cellular stress responses induced by CR appears to be the basis of the cognitive improvement reported in several mouse models of aging and AD. Molecular mediators include neurotrophic factors, neurotransmitter receptors, protein chaperones and mitochondrial biosynthesis regulators (Fontán-Lozano *et al*., 2008). Astrocytes are deeply involved in brain functioning either by supporting neuron survival and plasticity or by directly participating in neurotransmission pathways. Therefore, SAMP8 astrocyte amelioration by CR treatment would suggest cognitive amelioration in SAMP8 after CR interventions *in vivo*. Indeed, improvement in the passive avoidance test outcome by SAMP8 has been described after a CR treatment (Komatsu *et al*., 2008). It has been hypothesized that CR delays the triggering of age-related disease including AD. SAMP8 mice show brain degeneration traits of AD (Pallàs *et al*., 2008) as do SAMP8 astrocyte cultures (García-Matas *et al*., 2008; Díez-Vives *et al*., 2009). Accordingly, we found that the activation of gene sets related to brain aging and to AD in SAMP8 astrocytes reverted to control values under CR treatment. In the fight against AD, CR may have additional effects by decreasing amyloid and tau pathologies (Halagappa *et al*., 2007). Some of these beneficial effects of CR are at least partially mediated through activation of the sirtuin family gene SIRT1 in neurons (Qin *et al*., 2006). However, we did not detect SIRT1 gene upregulation in CR-treated astrocytes. Similarly, other authors have neither found increased levels of SIRT1 protein in the brain of old mice submitted to CR (Barger *et al*., 2008). Accordingly, although SIRT1 has emerged as central mediator of the antiaging CR benefits (Baur *et al*., 2012), a recent report in mouse liver has demonstrated a requirement for SIRT1 but not necessarily for an increased expression of SIRT1 (Mercken *et al*., 2014).

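Sirt1, a NAD-dependent deacetylase, had log2 fold changes of 0.27 (SE 0.15, adjusted p = 0.863) in R1CR-R1AL and 0.10 (SE 0.15, adjusted p = 0.983) in P8CR-P8AL and did not pass in either. Between the strains it had 0.31 (SE 0.16, adjusted p = 0.273) with AL serum and 0.14 (SE 0.13, adjusted p = 0.65) with CR serum. Sirt3 and Sirt5, the mitochondrial sirtuins, had 0.20 for Sirt3 and 0.20 for Sirt5 in P8CR-P8AL. The 5 sirtuins did not pass as a list in P8AL-R1AL (0.033 with adjusted p = 0.945), R1CR-R1AL (0.094 with adjusted p = 0.516) or P8CR-P8AL (0.10 with adjusted p = 0.344). Across the 12 samples Sirt1 had 0.14 in R1CR-R1AL and 0.18 in P8CR-P8AL.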

Reduction of the senescence marker β-galactosidase after CR also indicated a rejuvenation effect in the phenotype of SAMP8 astrocytes. Detection of lysosomal β-galactosidase is associated with replicative senescence (Lee *et al*., 2006). We did not detect further senescent traits, such as enlarged and flat cell morphology or lipofuscin depots, in addition to the above discussed oxidative damage.

Previous studies carried out with CR serum treatment gave some clue on the metabolites involved in its protective effects. Namely, low levels of insulin and insulin growth factor (IGF)-1 in CR serum mediate a partial protection against hydrogen peroxide in rat hepatoma cells (de Cabo *et al*., 2003). Furthermore, IGF-1/insulin signaling is inhibited by CR in human skeletal muscle, leading to the activation of longevity and protection mechanisms (Mercken *et al*., 2013). Metabolomic approaches have shown that serum of animals submitted to CR has a distinctive metabolic profile added to a decrease of age-related changes (De Guzman *et al*., 2013). Lipid, fatty acid, and bile acid metabolism pathways were identified as responsive to CR in mouse serum by these authors. Furthermore, they found a protection of age-related loss of phospholipids involved in maintaining a low peroxidizability index of cell membranes. Therefore, CR serum contains trophic factors and metabolites that induce protective pathways through changes in the activation of many genes. The CR protective effects in SAMP8 are probably mediated through the activation of those gene pathways discussed above of ribosome/protein synthesis, mitochondria/bioenergetics efficiency, and antioxidant defense. Overall, CR serum helped senescent SAMP8 astrocytes to cope with adverse conditions and also had a rejuvenating effect.

## Experimental procedures

### Astrocyte cultures and treatment

Primary cultures enriched in astrocytes were obtained from cerebral cortical tissue from 2-day-old SAMP8 and SAMR1 mice. Mice were bred in the University of Barcelona Animal House (UB, Barcelona, Spain). The first breeding pairs were obtained from the Council for SAM Research, Kyoto, Japan, through Harlan (Barcelona, Spain). All experimental procedures were approved by the Ethics Committee for Animal Experimentation (CEEA) of the University of Barcelona, Spain. Astrocyte cultures were established as previously described (García-Matas *et al*., 2008). Experiments were routinely carried out at 21 days *in vitro*. Established astrocyte cultures of both SAMR1 and SAMP8 consisted of 85–90% astrocytes, 10–15% microglia and 0.1–1% oligodendroglia.

Sera from rats subjected to *ad libitum* (AL) diet and to CR were obtained as described for the establishment of the CR *in vitro* model (de Cabo *et al*., 2003). Serum was heat inactivated at 56°C prior to use in astrocyte culture experiments. Treatment *in vitro* was performed by adding 10% volume CR or AL serum onto the astrocyte culture medium for 48 h. The different analyses were then performed in the living cells or the cultures were collected for Western blot or mRNA microarray studies.

### Analysis of microarray data

RNA was extracted from astrocyte cultures using TRIzol reagent following the manufacturer's instructions (Invitrogen, Carlsbad, CA, USA). Samples were obtained from SAMP8 and SAMR1 astrocytes treated with AL or CR serum for 48 h (*n *= 3 independent experiments). Purified RNA was hybridized to a whole-genome expression microarray (MouseRef-8 v1.1 Expression BeadChip with 24 613 gene transcripts; Illumina, San Diego, CA, USA), following protocols listed on the Gene Expression and Genomics Unit website at the National Institute of Aging (http://www.grc.nia.nih.gov/branches/rrb/dna/index/protocols.htm). Raw data were subjected to Z normalization and tested for significant changes as previously described (Minor *et al*., 2011). For parametric analysis of gene set enrichment (PAGE), a complete set of pathways in the cell and gene ontology (GO) gene sets were obtained from http://www.broadinstitute.org/gsea/msigdb/index.jsp.

Principal component analysis was performed on the replicate average for the four groups: SAMR1-AL, SAMP8-AL, SAMR1-CR, and SAMP8-CR. These tools are part of DIANE 1.0, a program developed by V.V.P and available at http://www.grc.nia.nih.gov/branches/rrb/dna/diane_software.pdf. Details of the method are described elsewhere (Kim & Volsky, 2005).

Strain and treatment differences were evaluated through a Z ratio calculation as previously described (Cheadle *et al*., 2003). In brief, raw hybridization intensity data were log-transformed and normalized to yield Z scores, which in turn were used to calculate a Z ratio value for each gene in an experimental astrocyte culture with respect to its control astrocyte culture. The Z ratio was calculated as the difference between the observed gene Z scores for the experimental and the control groups, and dividing by the standard deviation associated with the distribution of these differences.

We analyzed the changes in gene expression in SAMP8 vs. SAMR1 (P8AL-R1AL), the effects induced by CR treatment in both strains (R1CR-R1AL and P8CR-P8AL) and the changes in gene expression in SAMP8 vs. SAMR1 after CR treatment (P8CR-R1CR). Z ratio values ≥+1.5 or ≤−1.5 were chosen as cutoff values, defining increased and decreased expression, respectively. Comparison of the gene expression between all pairs of groups selected yielded a significance of *P* < 0.05. A complete screen of gene sets belonging to 1688 pathways in the cell, and involving 6281 genes, was analyzed to check for SAMP8 cell status and CR-induced changes. In addition, changes in GO gene sets associated with specific biological processes, cellular components, and molecular functions were analyzed in a further search for age-related markers and their response to CR. A Z score value for each gene set was calculated according to the Z ratios of the corresponding genes. Again the cutoff value was 1.5 and *P* < 0.05.

### Quantitative real-time PCR

For verification of specific microarray results, we performed reverse transcription (RT) using a SuperScript III First-Strand Synthesis System (Invitrogen) with random hexamers. Then, real-time quantitative (q) PCR analysis was performed with a RT2 SYBR Green/ROX PCR Master Mix (SuperArray Bioscience Corporation, Frederick, MD, USA) using gene-specific primer pairs. GAPDH was used as housekeeping gene. Primer sequences were designed according to NCBI Nucleotide BLAST database (See Tables S6 and S7, Supporting information).

### Analysis of senescent phenotype

Morphological changes were analyzed by phase contrast microscopy of astrocyte cultures fixed with 4% paraformaldehyde (Sigma, St Louis, MO, USA) and by confocal imaging after further immunostaining with antiglial fibrillary acidic protein (GFAP, 1:500; Dako, Glostrup, Denmark), followed by Alexa Fluor 546 (1:1000; Molecular Probes, Life Technologies, Alcobendas, Madrid, Spain). Oxidative damage was detected by double immunostaining with antinitrotyrosine (1:50; Abcam, Cambridge, UK), followed by Alexa Fluor 488 (1:1000; Molecular Probes). Cell nuclei were counterstained with Hoechst bisbenzimide (Sigma). Mitochondrial mass was visualized by staining fresh cultures with MitoTracker Green FM (50 nm, 30 min; Molecular Probes). Presence of replicative senescence was analyzed with the Senescence β-Galactosidase Staining kit (Cell Signaling Technology, Danvers, MA, USA), following manufacturer's instructions.

### Oxygen consumption rate

The oxygen consumption rate of SAMP8 and SAMR1 astrocytes was determined under basal conditions, namely in the absence of inhibitors or uncouplers. The resting respiration rate was determined in cultures previously treated with AL or CR serum for 48 h. Cells were trypsinized and resuspended in DMEM. Oxygen consumption of the intact cells was monitored using a S1 Clark-type electrode of high sensitivity (Oxytherm, Hansatech, Norfolk, UK) and calculated using specific software (Oxygraph Plus software; Hansatech). Results were obtained as nmol oxygen consumed/min/10^6^ cells.

### Hydroperoxide generation

Oxidative stress in astrocyte cultures was studied using 2′,7′-dichlorofluorescin diacetate (DCFH-DA, Molecular Probes) to determine intracellular hydroperoxide generation, as the main indicator of reactive oxygen species (ROS). The analysis was performed in astrocytes seeded in 96-well dishes, as previously described in detail (García-Matas *et al*., 2010). Fluorescence induced by intracellular oxidation of the DCFH probe to 2′,7′-dichlorofluorescein (DCF) was measured after 3 h of incubation in HEPES-buffered saline. Fluorescence was normalized by the protein content of each well and expressed as a percentage of the control. All astrocytes were pretreated with AL or CR serum for 48 h. For the last 24 h, the cultures were challenged with 500 μm of hydrogen peroxide added to the media or incubated in control conditions.

### Aconitase 2 levels

Changes of the antioxidant mitochondrial enzyme aconitase 2 were determined with the Aconitase 2 Profiling ELISA kit (Abcam), following the manufacturer's instructions. Analysis was performed in mitochondrial extracts obtained with the Mitochondrial Isolation Kit for Cultured Cells (Pierce, Rockford, IL, USA).

### Mitochondrial membrane potential

A decrease in the mitochondrial membrane potential (MMP) of SAMP8 astrocyte cultures in comparison with SAMR1 ones was shown using the fluorescent probe rhodamine 123, as previously described (García-Matas *et al*., 2008). Rhodamine 123 accumulation in the mitochondria is driven by the MMP. Next, we treated the astrocyte cultures with MMP uncouplers and mitochondrial complex inhibitors for 1 h after rhodamine 123 loading. Increased fluorescence in SAMP8 compared with SAMR1 cultures indicated a higher reduction of MMP induced by a higher sensitivity to the mitochondrial toxin. Results were calculated as fluorescence units per μg of protein per well and are shown as percentage of the control.

In another set of experiments, we aimed to confirm SAMP8 mitochondrial impairment using the alternative probe tetramethylrhodamine methyl ester (TMRM, Molecular Probes) and to study the effects of CR treatment. TMRM accumulation in mitochondria is also dependent on the MMP and may have some advantages over rhodamine 123 for rapid *in situ* quantitative determination. The reduced hydrophobic character of the TMRM molecule improves its dynamics. We simultaneously determined the mitochondrial mass content using nonyl acridine orange (NAO, Molecular Probes). NAO binds to cardiolipin in the mitochondria. Cultures in 96-well plates were previously treated with AL or CR serum for 48 h. Then, cells were washed with HBSS and loaded with 1 μm of NAO. After 5 min of incubation at 37°C, cultures were loaded with 10 μm of TMRM and incubated for another 20 min. Finally, cultures were washed, and the fluorescence of both probes was measured at 535 nm excitation/590 nm emission and 490 nm excitation/535 nm emission, for TMRM and NAO, respectively.

### Western blotting

Cultured astrocytes were washed in cold PBS and lysed in ice-cold RIPA buffer (10 mm PBS, 1% Igepal AC-630, 0.5% sodium deoxycholate, 2% sodium dodecyl sulfate) containing a protease inhibitor cocktail (Complete tablets; Boehringer Mannheim, Mannheim, Germany), 1 mm sodium orthovanadate, and 5 mm sodium fluoride. The homogenates were centrifuged at 4°C, and the supernatants used to evaluate protein expression by Western immunoblotting as described (García-Matas *et al*., 2008). Protein extracts were probed with a cocktail of five antibodies against selected proteins of mitochondrial complexes (MitoProfile Total OXPHOS Rodent; Abcam). Protein extracts were also tested for oxidized proteins using an OxyBlot Protein Oxidation kit (Chemicon International, Temecula, CA, USA) following the manufacturer's instructions. Protein loading was normalized by staining membranes with Coomassie blue. Densitometrical analyses were performed with Quantity One software (Bio-Rad, Hercules, CA, USA).

### Statistics

For the microarray analysis, the significance of Z score values was tested using jmp 6.0 software, included in the diane 1.0 program (see microarray methods). All the other results were expressed as mean ± SEM. Where CR vs. AL treatment was assayed in SAMR1 and SAMP8 cultures, data were analyzed by two-way ANOVA followed by *post hoc* Bonferroni's test. Paired data were analyzed with Student's *t*-test and correlations with Pearson test. These statistics were performed using graphpad prism software (v4.02; La Jolla, San Diego, CA, USA).

## Supporting Information

**Fig. S1** Histograms of Parametric analysis of gene-set enrichment (PAGE).

**Fig. S2** Gene pathways of cellular components.

**Fig. S3** Gene pathways of molecular functions.

**Fig. S4** Correlation analysis between Z ratio and qPCR fold-changes of selected genes.

**Table S1** Raw data of gene results: Summary of genes level 2 by z test of 1 signal ANOVA.

**Table S2** Raw data of Parametric Analysis of Gene-set Enrichment (PAGE) results: PathwayScoreList.

**Table S3** Raw data of Gene Ontology Term: biological_process_GOTerm.

**Table S4** Raw data of Gene Ontology Term: cellular_component_GOTerm.

**Table S5** Raw data of Gene Ontology Term: molecular_function_GOTerm.

**Table S6** Real-time qPCR validation of microarray selected data.

**Table S7** Real-time qPCR validation of mitochondria and antioxidant genes.

# Supplementary material for: In vitro caloric restriction induces protective genes and functional rejuvenation in senescent SAMP8 astrocytes
**Source:** Aging Cell. 2015 Feb 25;14(3):334–44. doi: 10.1111/acel.12259
**Supplement:** Supplementary file 1

**
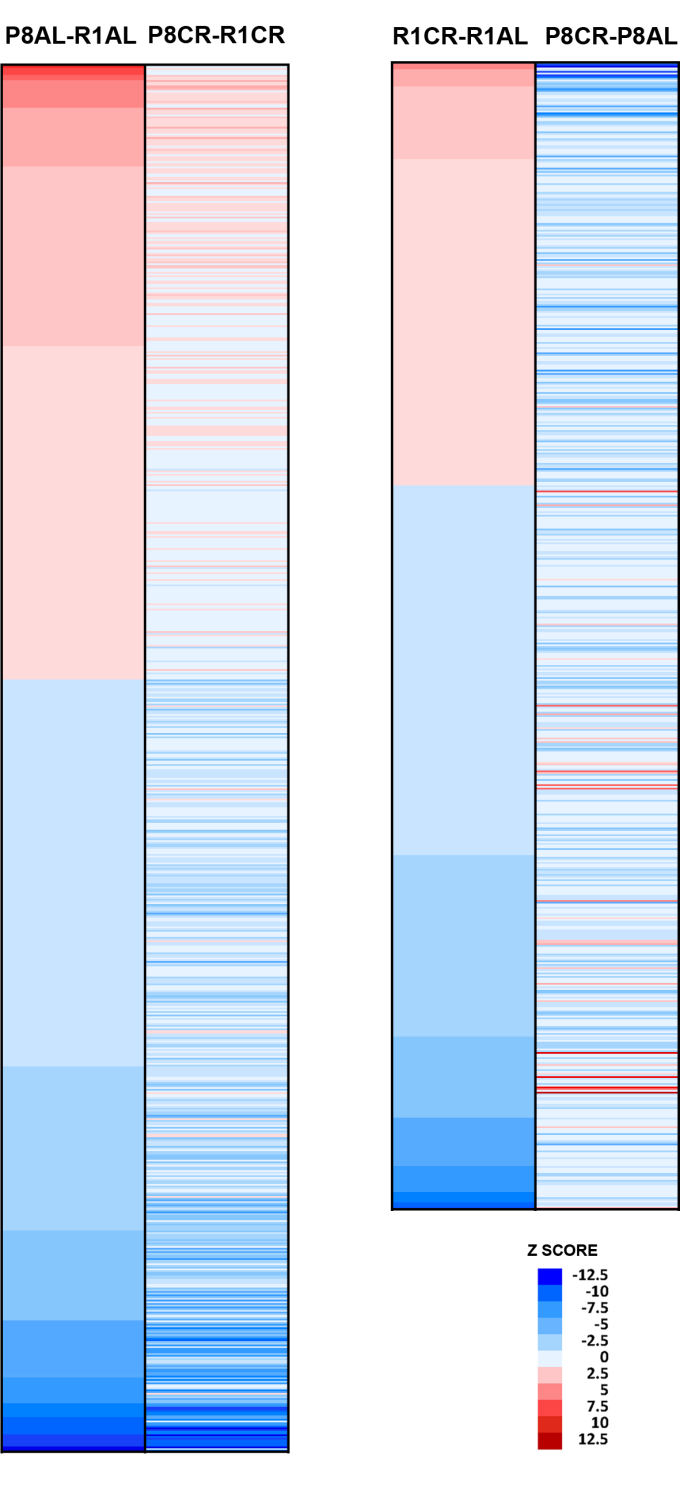
**

**Fig. S1** Caloric restriction brought the gene expression profile of the senescence astrocytes from SAMP8 mice closer to that of control astrocytes from SAMR1 mice. Parametric analysis of gene-set enrichment (PAGE) comparing every pathway that was significantly upregulated (red) or downregulated (blue) in SAMP8 astrocytes compared to SAMR1 with *ad libitum* treatment (P8AL-R1AL) showed smaller differences after caloric restriction (CR) (P8CR-R1CR). CR induced an extensive gene down-regulation in control astrocytes (R1CR-R1AL), but not in SAMP8 astrocytes (P8CR-P8AL), their changes being opposed in 53% of cases.

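Of the 23 gene lists that passed in P8AL-R1AL, 22 had a smaller median in P8CR-R1CR, such as complex I, the proteasome core, collagens, chaperones, mitosis and the microglia markers. The 23 are by camera, and none of them passed with an estimated correlation (adjusted p 0.307 to 0.509). The exception was the lysosomal list, with a median of -0.14 (adjusted p = 0.0758) in P8CR-R1CR. The medians of the 42 lists are drawn beside the paper's sentence on the similarity of the strains. The 23 were picked for their values with AL serum, so smaller medians elsewhere are expected without any effect of CR, and the count cannot show that CR made the strains more alike. It carries no test, and both strain comparisons share the array sets described above. For all 12 samples together the lysosomal median in P8CR-R1CR was -0.14 (adjusted p = 0.128), and with the array set as a block it was -0.21 (adjusted p = 0.00417).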

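In SAMR1 the lists of cytosolic ribosomal proteins, mitosis, DNA replication and chaperones fell with CR serum by camera (adjusted p = 0.602 for each with an estimated correlation), while over all tested probes 59.1% were higher in R1CR-R1AL. In SAMP8, where ribosomal and mitochondrial lists rose by camera (adjusted p 0.425 to 0.549 with an estimated correlation), 47.5% of the probes were higher in P8CR-P8AL. These shares are over the 11241 probes, of which none passed limma in either comparison, and they carry no test. Each array was centred on its own mean over all probes, which largely sets the balance of higher and lower probes, so the shares cannot show or exclude a broad fall. Uhrf1 and Rrm2, of DNA methylation and nucleotide supply in S phase, had log2 fold changes of -0.77 for Uhrf1 and -0.84 for Rrm2 in R1CR-R1AL (adjusted p = 0.863).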

# Supplementary material for: In vitro caloric restriction induces protective genes and functional rejuvenation in senescent SAMP8 astrocytes
**Source:** Aging Cell. 2015 Feb 25;14(3):334–44. doi: 10.1111/acel.12259
**Supplement:** Supplementary file 2

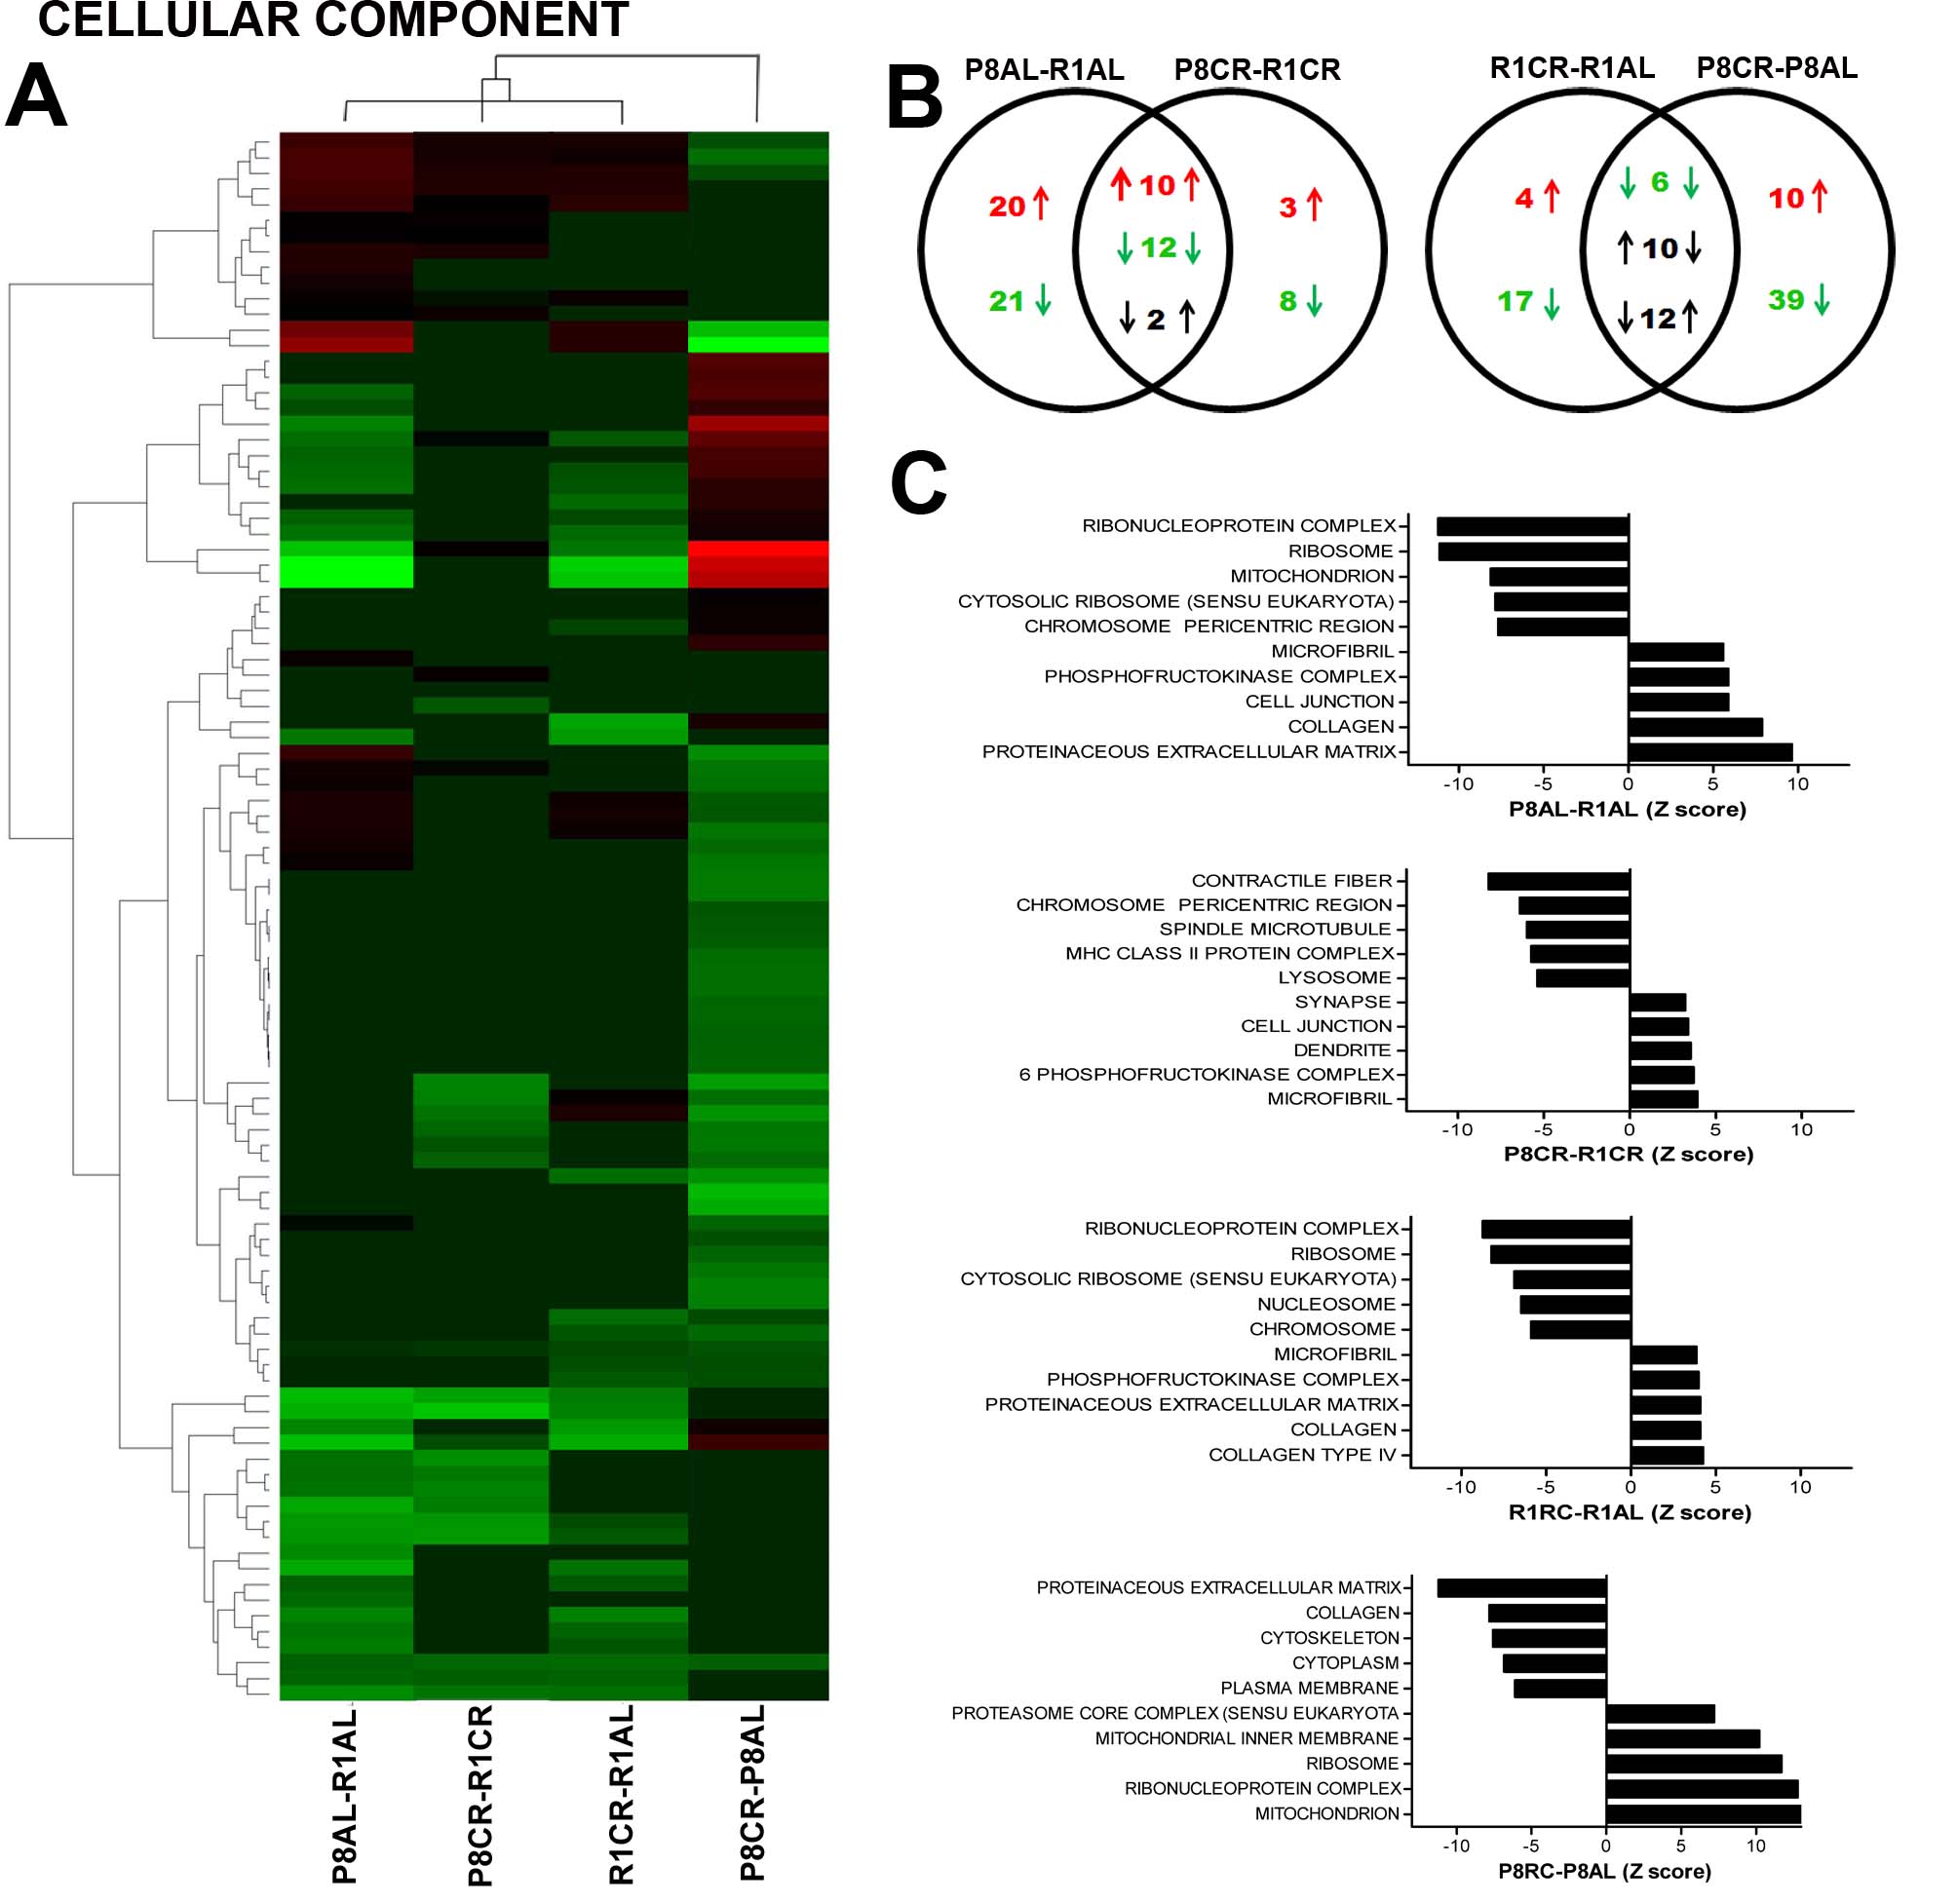

**Fig. S2** Gene pathways of cellular components were modulated differentially in SAMP8 versus SAMR1 astrocytes and these differences were attenuated by caloric restriction. (A) Hierarchical cluster of the 100 gene pathways of GeneOntology (GO) gene sets for cellular components most differentially modulated between the experimental groups. (B) Venn diagrams showing the number of pathways upregulated (upward arrow, red number), downregulated (downward arrow, green number) or with opposed changes (black number). (C) Histograms indicating the GO terms for the top five upregulated and downregulated cellular components between the experimental groups

# Supplementary material for: In vitro caloric restriction induces protective genes and functional rejuvenation in senescent SAMP8 astrocytes
**Source:** Aging Cell. 2015 Feb 25;14(3):334–44. doi: 10.1111/acel.12259
**Supplement:** Supplementary file 3

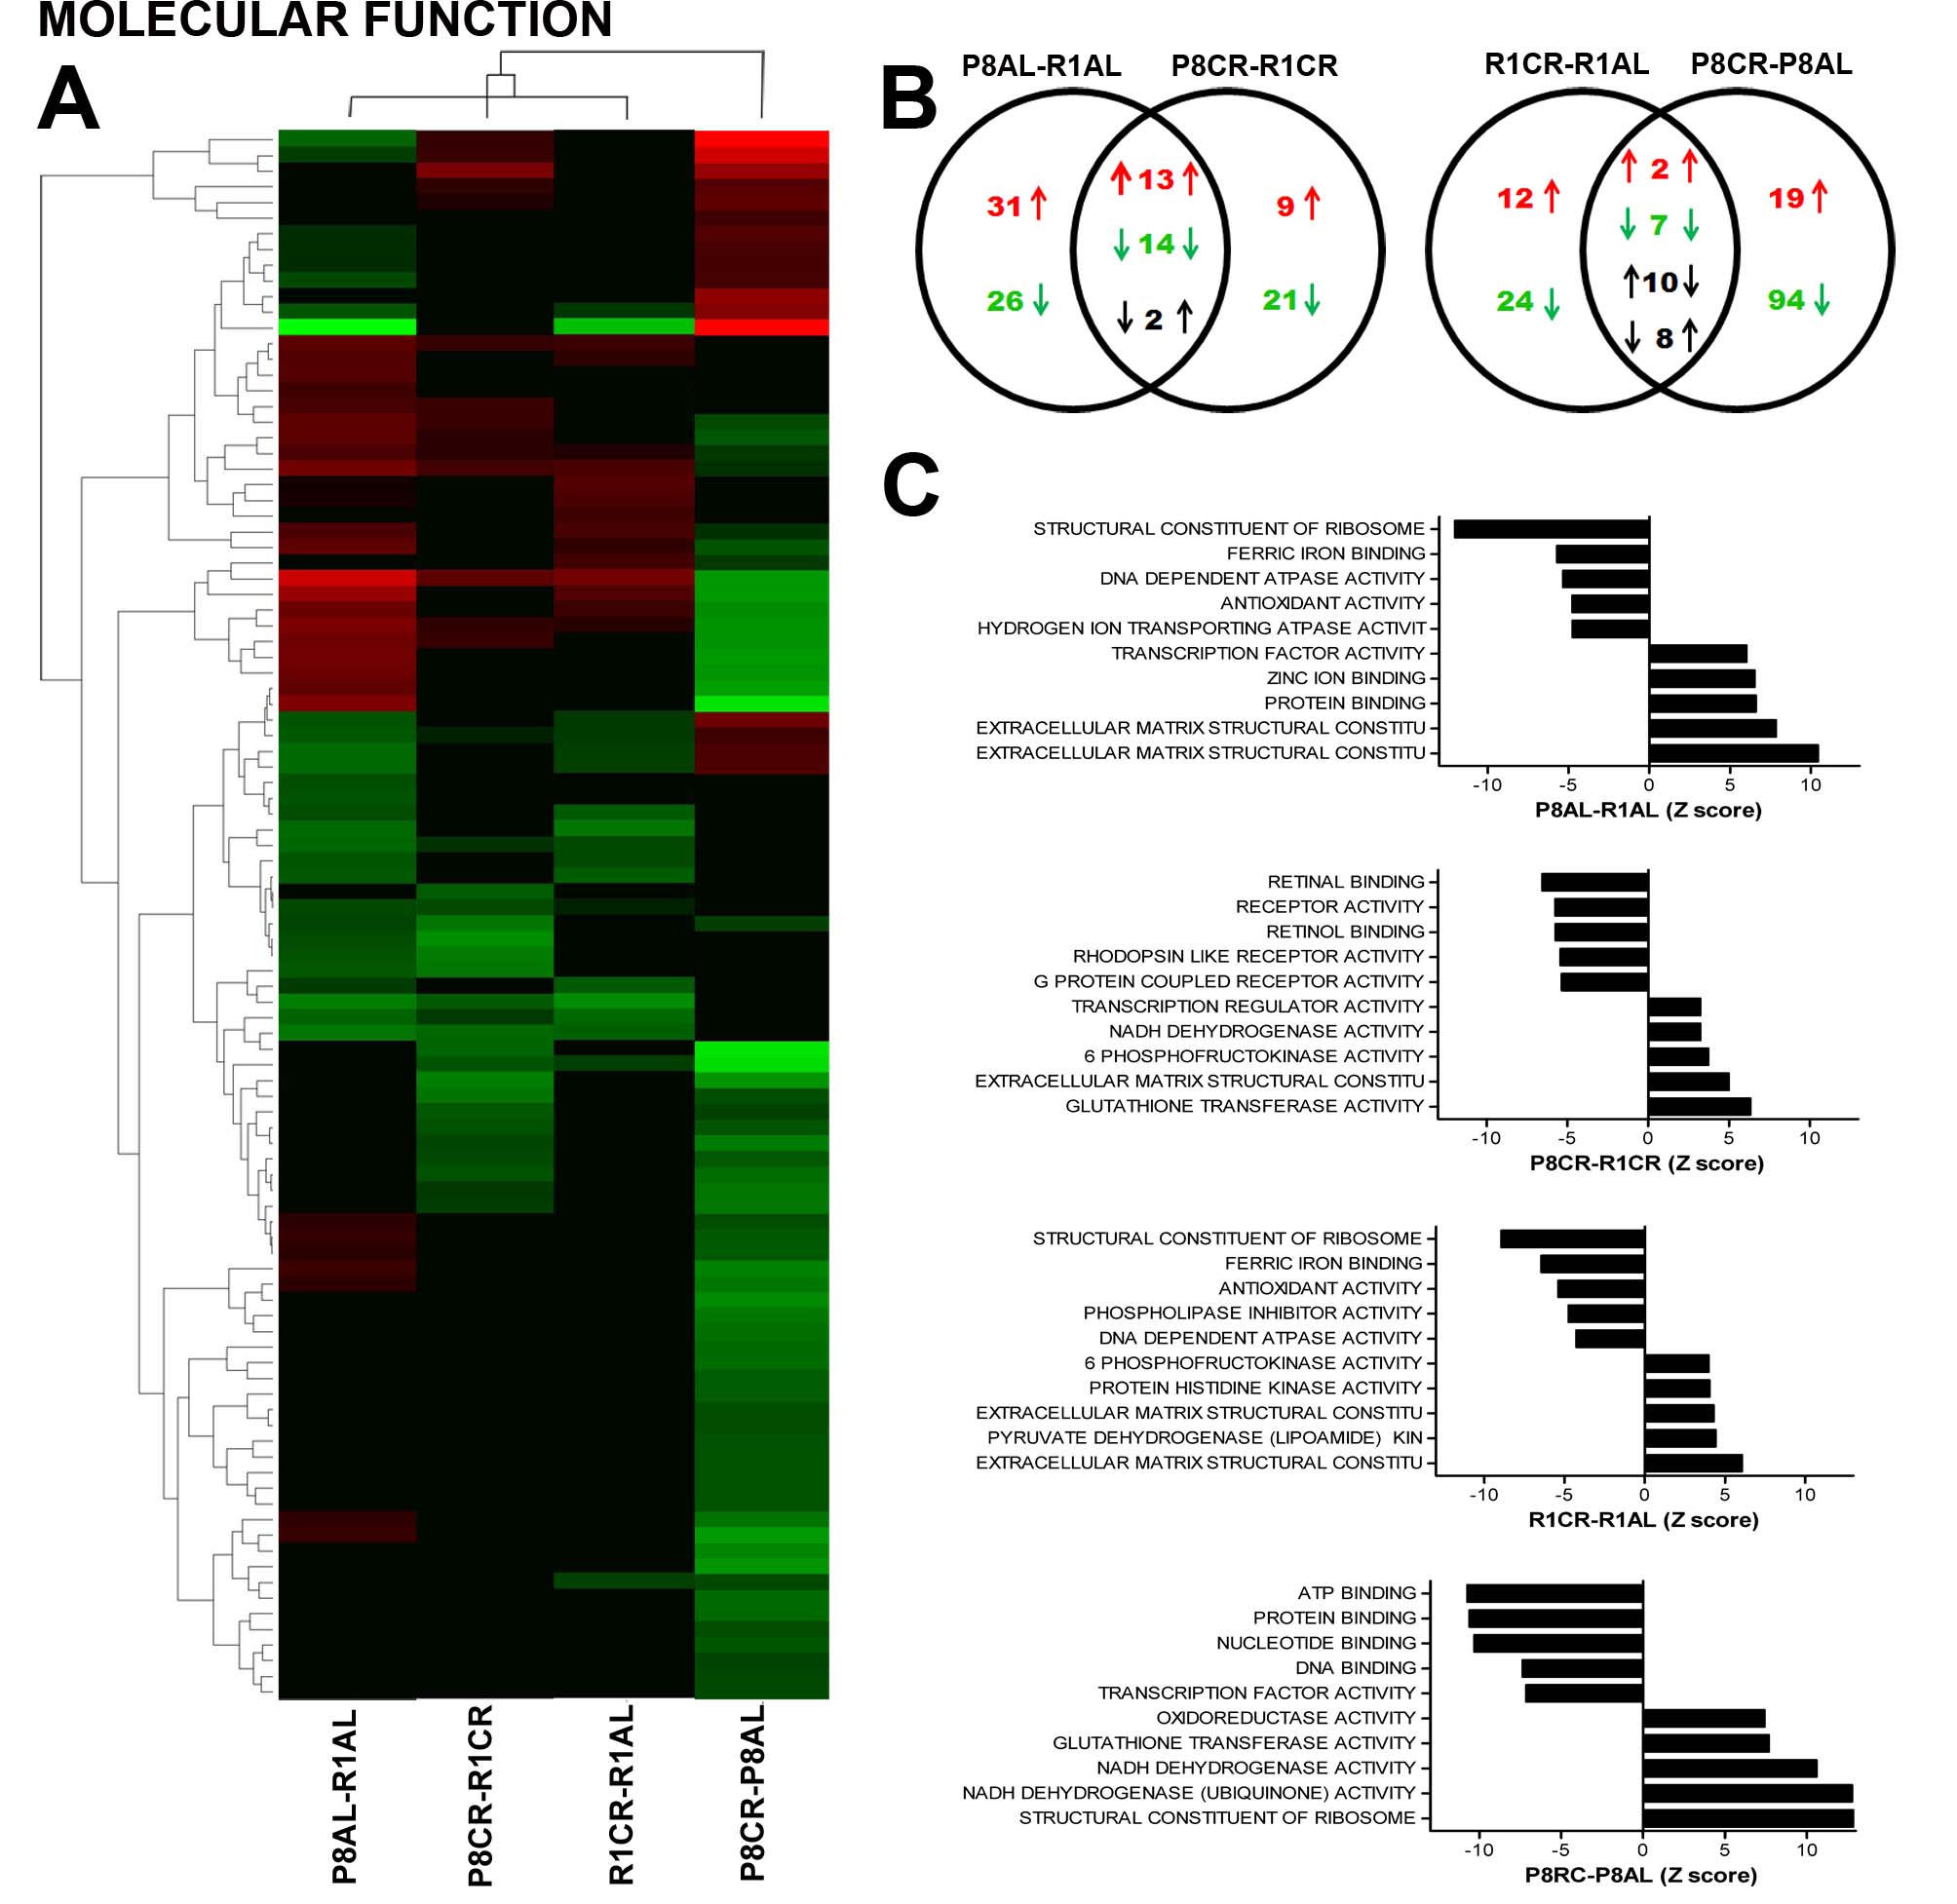

**Fig. S3** Gene pathways of molecular functions were modulated differentially in SAMP8 versus SAMR1 astrocytes and these differences were attenuated by caloric restriction. (A) Hierarchical cluster of the 100 gene pathways of GeneOntology (GO) gene sets for molecular functions most differentially modulated between the experimental groups. (B) Venn diagrams showing the number of pathways upregulated (upward arrow, red number), downregulated (downward arrow, green number) or with opposed changes (black number). (C) Histograms indicating the GO terms for the top five upregulated and downregulated molecular functions between the experimental groups.

# Supplementary material for: In vitro caloric restriction induces protective genes and functional rejuvenation in senescent SAMP8 astrocytes
**Source:** Aging Cell. 2015 Feb 25;14(3):334–44. doi: 10.1111/acel.12259
**Supplement:** Supplementary file 4

**
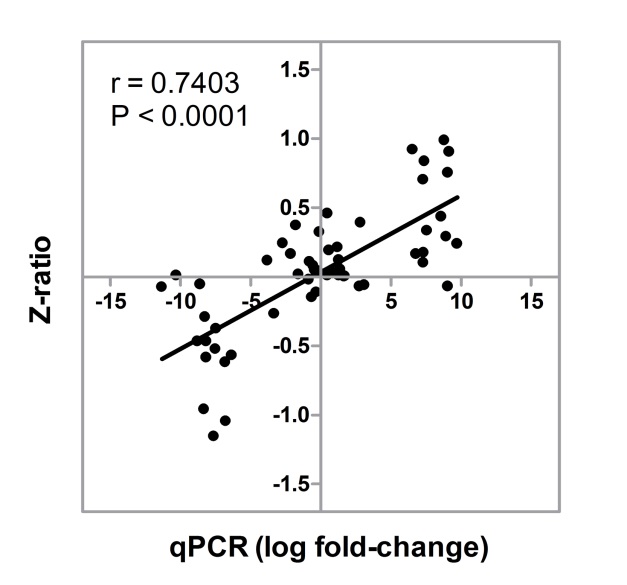
**

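For the 13 tested genes of Table S6, among them Slc25a18 with a Z ratio of 8.95 and Gdpd5 with -8.58 in P8AL-R1AL, the Z ratio of the array and the log2 of the qPCR fold had a Pearson r of 0.749 over the 4 comparisons (52 values, SE 0.065 over genes). With the qPCR fold on its linear scale r was 0.628. Over the 2 strain comparisons r was 0.792 on the log scale and 0.683 on the linear one. In P8AL-R1AL alone it was 0.834 and 0.699. These 3 sets on 2 scales, and those of detected probes below, are all that were computed, and the log scale was chosen after the axis of Fig. S4 had been seen. The genes were picked by the authors for their array values, and each gene counts once per comparison. Left with the 44 values of probes detected in both groups, as was chosen after seeing the data, r on the log scale was 0.803 over the 4 comparisons, 0.872 over the 2 strain comparisons and 0.892 in P8AL-R1AL.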

**Fig. S4 Correlation analysis between Z-ratio and real time qPCR fold-change of selected genes.** Pearson analysis indicated a high correlation between Z-ratio given by Illumina microarrays and fold changes obtained by RT-qPCR of selected genes differentially expressed in the senescent astrocytes SAMP8 compared to SAMR1 (See Table S6).

# Supplementary material for: In vitro caloric restriction induces protective genes and functional rejuvenation in senescent SAMP8 astrocytes
**Source:** Aging Cell. 2015 Feb 25;14(3):334–44. doi: 10.1111/acel.12259
**Supplement:** Supplementary file 10

**Table S6**. Real-time qPCR validation of microarray data: selected genes upregulated or downregulated in SAMP8 versus SAMR1.

| SAMP8:SAMR1 | Gene  symbol | Accession | | qPCR primer  sequences | P8AL-R1AL | | | | P8CR-R1CR | | | | R1CR-R1AL | | | | P8CR-P8AL | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | | *Forward*  *Reverse* | Z ratio | | qPCR  fold- change | | Z ratio | | qPCR  fold- change | | Z ratio | | qPCR  fold- change | | Z ratio | | qPCR  fold- change | |  |
| Upregulated | Slc25a18 | NM_001081048.1 | ccctctggatgttctgaagact  ctgatctgttagtgtggcaagg | | 8.95 | | 1.95 ±  0.0058 | | 9.73 | | 1.73 ±  0.0052 | | 3.11 | | 0.87 ±  0.0009 | | -0.31 | | 0.77 ±  0.0023 | |  |
|  | Reck | NM_016678 | actcttctcctgggccatct  cagttgggtttctcattgga | | 7.57 | | 2.15 ±  0.0043 | | 8.60 | | 2.72 ±  0.0027 | | 1.71 | | 1.01 ±  0.0000 | | -0.79 | | 1.28 ±  0.0013 | |  |
|  | Glycam1 | NM_008134.2 | caaggagccttccatcttca  atcctgggcctcttgattct | | 7.4 | | 6.85 ±  0.1027 | | 9.17 | | 8.00 ±  0.0320 | | 2.78 | | 0.85 ±  0.0017 | | 1.68 | | 1.00 ±  0.0040 | |  |
|  | Gpr137b-ps | NR_003568.1 | atctgacctgtgctgtgctg  tgtcattgatggccactctc | | 7.32 | | 1.26 ±  0.0088 | | 9.07 | | 0.85 ±  0.0034 | | 1.2 | | 1.63 ±  0.0131 | | -0.19 | | 1.10 ±  0.0044 | |  |
|  | Ddit4l | NM_030143.3 | ctgggattatgttgtccctga  ttggtttgctttgatctgga | | 7.31 | | 5.03 ±  0.0402 | | 9.07 | | 5.65 ±  0.0339 | | 0.90 | | 1.07 ±  0.0011 | | -0.52 | | 1.20 ±  0.0072 | |  |
|  | Ndst1 | NM_008306.4 | gaggctgtgtcggcacct gcagagacaaaaacgctgaa | | 6.81 | | 1.46 ±  0.0205 | | 7.35 | | 1.49 ±  0.0089 | | 1.30 | | 1.02 ±  0.0031 | | -1.58 | | 1.04 ±  0.0063 | |  |
|  | Inmt | NM_009349.3 | ggagggcaaggtatacatagga  ggccagagtggaagctgtag | | 6.55 | | 8.33 ±  0.0001 | | 8.82 | | 9.71 ±  0.0068 | | 1.41 | | 1.13 ±  0.0000 | | 1.30 | | 1.32 ±  0.0009 | |  |
|  |  |  |  | |  | |  | |  | |  | |  | |  | |  | |  | |  |
| Downregulated | Gdpd5 | NM_201352.2 | gcaatactacgagccccaac  atcgtgcgagcgttggta | | -8.58 | | 0.88 ±  0.0008 | | -11.32 | | 0.84 ±  0.0004 | | -0.31 | | 1.07 ±  0.0005 | | 0.49 | | 1.02 ±  0.0244 | |  |
|  | Emb | NM_010330.3 | gggggattctactgtgctga  tgcggtttcattacccatgt | | -8.15 | | 0.34 ±  0.0000 | | -10.3 | | 1.02 ±  0.0004 | | -0.84 | | 0.95 ±  0.0038 | | 0.49 | | 2.87 ±  0.0057 | |  |
|  | Npy | NM_023456.2 | gtgtgtttgggcattctgg  tgtcgcagagcggagtagta | | -7.61 | | 0.07 ±  0.0000 | | -8.15 | | 0.26 ±  0.0002 | | -0.63 | | 0.71 ±  0.0014 | | 2.85 | | 2.46 ±  0.0015 | |  |
|  | Hspb1 | NM_013560.1 | gactggtaccctgcacacag  ctgaaccactgcgaccact | | -7.50 | | 0.30 ±  0.0012 | | -8.79 | | 0.34 ±  0.0030 | | -3.80 | | 1.31 ±  0.0052 | | -2.03 | | 1.46 ±  0.0131 | |  |
|  | Fcgr3 | NM_010188.4 | tgctcaaggaagacatggtg  ggatggaactccagttgtgg | | -7.45 | | 0.42 ±  0.0000 | | -8.24 | | 0.51 ±  0.0000 | | -2.70 | | 1.74 ±  0.0226 | | -0.09 | | 2.10 ±  0.0001 | |  |
|  | Gpnmb | NM_053110.3 | ccgatcacatgagagagcac  ccctcctccacactggatac | | -6.81 | | 0.24 ±  0.0005 | | -8.32 | | 0.11 ±  0.0002 | | -1.76 | | 2.35 ±  0.0986 | | -0.43 | | 1.12 ±  0.0022 | |  |
|  | Clec4d | NM_010819.3 | gacctgctgtcctgttagc  ctctcatgccaggtctggtt | | -6.76 | | 0.09 ±  0.0000 | | -6.33 | | 0.27 ±  0.0000 | | -3.31 | | 0.54 ±  0.0027 | | 0.6 | | 1.55  0.0002 | |  |
|  |  |  | |  | |  | |  | |  | |  | |  | |  | |  | |  | |

Note: P8AL-R1AL, difference between SAMP8 (P8) and SAMR1 (R1) astrocyte cultures in *ad libitum* (AL) condition; P8CR-R1CR, difference after caloric restriction (CR); R1CR-R1AL, changes after CR in SAMR1; P8CR-P8AL, changes after CR in SAMP8. Z ratio from the microarray analysis was calculated as described in Methods. Gene expression by real-time qPCR is expressed as mean ± SEM of fold changes of first indicated culture versus the second one, n=6-8; data were normalized to Gapdh values. See Table S7 for primer sequence of Gapdh.

# Supplementary material for: In vitro caloric restriction induces protective genes and functional rejuvenation in senescent SAMP8 astrocytes
**Source:** Aging Cell. 2015 Feb 25;14(3):334–44. doi: 10.1111/acel.12259
**Supplement:** Supplementary file 11

**Table S7**. Real-time qPCR validation of microarray data: representative genes of mitochondria and antioxidant defence upregulated in SAMP8 astrocytes after caloric restriction.

| Gene  symbol | Accession | | Name | | | qPCR primers | | | P8CR-P8AL | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | |  |  | | | *Forward*  *Reverse* | | | Z ratio | qPCR  fold-change |
| Ndufa1 | | NM_019443 | NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 1 | | | GTGTCCACTGCGTACATCCA  CAGGCCCTTGGACACATAGT | | | 3.75 | 1.249 ±  0.2446 |
| Uqcrh | | NM_025641 | Ubiquinol-cytochrome c reductase hinge protein | | | GGACTAGAGGACGAACGAAAGA  GGCCTTTACACACTTCTCCAG | | | 4.13 | 1.168 ±  0.1500 |
| Cox6b1 | | NM_025628 | Cytochrome c oxidase, subunit VIb polypeptide 1 | | | ACTACCTGGACTTCCACCG  ACCCATGACACGGGACAGA | | | 3.09 | 1.455 ±  0.1182 |
| Atp5E | | NM_025983 | ATP synthase, H+ transporting, mitochondrial F1 complex, epsilon subunit | | | GATGCCCTGAAGACCGAGTT  TTTTATGCTGCTGCCCGAAG | | | 3.70 | 1.576 ±  0.5384 |
| Mrpl14 | | NM_026732 | Mitochondrial ribosomal protein L14 | | | AAGCACTCATCGTGGGACAC  CACAGGGTTGCCATTGTCCT | | | 2.91 | 1.231 ±  0.1783 |
| Sod1 | | NM_011434 | Superoxide dismutase 1, soluble | | | CCACGTCCATCAGTATGGGG CGTCCTTTCCAGCAGTCACA | | | 3.06 | 1.125 ±  0.1620 |
| Gpx3 | | NM_008161 | Glutathione peroxidase 3 | | | GGTCAGGGGTGGTGTCTCTA  GCCTGAATGCACTAAGGGCT | | | 2.96 | 1.402 ±  0.1960 |
| Gpx8 | | NM_027127 | Glutathione peroxidase 8 (putative) | | | CTAGTGACTGCCGCTTCACA  GATAGGGCCCGAACTCCTTG | | | 3.28 | 1.117 ±  0.1310 |
| Atox1 | | NM_009720 | ATX1 (antioxidant protein 1) homolog 1 (yeast) | | | AACTGAAGAGGCAGGCTGTTG  TGTCTGGGCAGGAACTCCAT | | | 2.40 | 1.204 ±  0.1162 |
| Nudt1 | | NM_008637 | Nudix (nucleoside diphosphate linked moiety X)-type motif 1 | | | AGTCAGTGAGCTTCACACAGA  GGGAATGGATTGCTAGAGAGGAC | | | 2.38 | 1.213 ±  0.2744 |
| Gapdh | | NM_32599 | Glyceraldehyde-3-phosphate dehydrogenase | | | CACCCACTGCTTAGCCCC  TCTTCTGGGTGGCAGTGATG | | | -- | -- |
|  | |  | |  |  | |  |  |  |  |

Note: P8CR-P8AL, changes in SAMP8 (P8) astrocyte cultures after caloric restriction (CR) treatment as compared to *ad libitum* (AL) condition. Z ratio from the microarray analysis was calculated as described in Methods. Gene expression by real-time qPCR is expressed as mean ± SEM, n=3-4; data were normalized to Gapdh values. See also Fig. 2B.

How the deposited data were processed for this re-analysis (not part of the article)

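Total RNA of 12 astrocyte cultures was measured on Illumina MouseRef-8 arrays of 24613 probes, with 3 samples in each of the 4 groups SAMR1-AL, SAMR1-CR, SAMP8-AL and SAMP8-CR. The cultures came from pups of day 2 and received at culture day 21 a medium with 10% serum of rats fed ad libitum or kept on caloric restriction for 48 h. The authors deposited for each sample the raw mean bead intensity of every probe, on a linear scale and without background correction. The authors also deposited a detection p-value per probe and array, from the array's negative control beads. A second table deposited by the authors holds a Z score, the log10 of the intensity minus the array's mean over all probes and divided by its SD. This score was checked against the intensities of the same sample, and the 2 agree to within rounding. Repeat arrays of 3 samples that Table S1 lists are not in the deposited tables.

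Here the log2 intensities were Z-normalized per array and multiplied by the mean SD of the arrays, so that differences are log2 fold changes. Computations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with matplotlib 3.10.9 for the figures. Probes were kept with a detection p under 0.05 in every array of at least 1 group, which left 11241 probes and 8255 genes. Of the 24613 probes 20984 name 1 gene, 1 names several and 3628 name none; 20968 symbols were found in the annotation of GRCm38.p6, and 0 were changed. A gene was represented by its brightest kept probe. Ndst1, which the paper names, is not analysed here, and 1 further gene is not reported here. A group in which a probe was detected in no array gives only a bound, taken at the lowest detected intensity of its arrays, and the gene is then reported as at least N-fold.

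The main results use the 10 samples from which the Z ratios of Table S1 can be rebuilt, without SAMR1-AL replicate 1 and SAMP8-AL replicate 1. All 4 groups were fitted in 1 limma model (lmFit, eBayes with a trend), with moderated t tests for P8AL-R1AL, P8CR-R1CR, R1CR-R1AL, P8CR-P8AL, the strain by serum interaction and the effects of strain and serum over both levels of the other. P-values were adjusted by Benjamini-Hochberg at 0.05. The share of probes detected and the signal over background are given with the first results, and the number of arrays limits the precision. The lowest intensities split the arrays into 2 sets, which no label names and which were used only for alternatives chosen after seeing the data. The procedures were tested on simulated data, with samples of the same number and spread and with known changes. The simulated noise was drawn apart for each probe, without structure shared by probes.

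Gene lists were written before the data were examined, from general knowledge and the processes that the paper names, and each list with at least 3 tested genes was tested. The 42 lists are cytosolic ribosomal proteins, translation factors, mitochondrial ribosomal proteins, respiratory complex I, respiratory complexes II to IV, ATP synthase, V-type proton ATPase, proteasome core, chaperones of protein folding, antioxidant enzymes, glutathione metabolism, iron transport and storage, antigen presentation, interferon response, mitosis, DNA replication, collagens, basement membrane, microfibrils and matrix glycoproteins, cell adhesion molecules, blood vessel development, insulin receptor signalling, MAP kinase cascade, zinc finger genes named Zfp, transcription factors and cofactors, sirtuins, mitochondrial biogenesis and dynamics, glycolysis, cholesterol biosynthesis, lysosome, senescence and secretory phenotype, Alzheimer disease genes, immediate early genes, astrocyte markers, microglia and macrophage markers, oligodendrocyte and precursor markers, neuron markers, fibroblast and meningeal markers, endothelial markers, pericyte and smooth muscle markers, ependymal and choroid plexus markers and radial glia and neural stem cell markers. Each was tested by limma's camera with a preset correlation of 0.01, adjusted over the 42 lists of a comparison. The medians are those of the log2 fold changes of the tested members. Named genes are, for each pair comparison, the 10 with the largest rise and the 10 with the largest fall among the probes past the threshold whose samples of 1 group all lie above those of the other. They include the genes the paper names, of which the values in Tables S6 and S7 had been seen, and for each list the 4 members with the smallest p. For the interaction they are the 10 with the smallest p.

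The distance between strains is the mean squared log2 difference over the kept probes, less the part that the spread of the replicates gives, with a jackknife SE. Correlations with the qPCR folds of Tables S6 and S7 were tested with 100000 permutations. The covariance of comparisons that share samples was set against 1000 draws simulated with no CR effect. Genes were also counted by the paper's method: an absolute Z ratio of at least 1.5, a z test p under 0.05 and an ANOVA p under 0.05 over the 4 groups.

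Besides the main setting, 32 others were run, of which 26 were set before the data were examined: 10 that leave out 1 sample each and 16 others. The others are all 12 samples, neqc, quantile normalization, the deposited Z scores, no detection filter, detection p under 0.01 in every array, 3 forms of a replicate block, eBayes without trend, only the groups compared, the Z ratio, an estimated correlation, fry, the PAGE Z score and the mean of a gene's probes. The 6 others, chosen after seeing the data, take the array set as a block with 10 or 12 samples, use only the first or only the second array set, normalize all 12 samples by quantiles, or keep for the qPCR correlation only genes detected in both groups. A block on the slide was left out because the files name no slide. The pathway and gene ontology sets of the paper were left out because their members are not in its supplementary files.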

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

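The tests of microglia, of the array set and of the shared SAMP8-AL samples, the other splits of the sera and the simulation beside the split SAMP8-AL samples were chosen only after the results were seen; the other splits of the strains and the split of the SAMP8-AL samples were written before. The paper does not discuss Fcer1g, which codes for a chain shared by Fc receptors and was detected in no SAMR1 array, and at least 9.97-fold higher in P8AL-R1AL and at least 12.5-fold in P8CR-R1CR. It runs against the other immune genes.

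Immune genes lower in SAMP8 with both sera form the first pattern: over 30 markers of microglia and macrophages, without Fcer1g and 3 genes picked for qPCR, 28 were lower with AL and 27 with CR serum. The array set as the whole cause is argued against by the medians within the first set, -1.04 with AL and -0.887 with CR serum, each from 1 SAMP8 sample. Fewer microglia in the SAMP8 cultures may explain the pattern, since the higher of the 2 medians over the 10 samples was -0.719 (quartiles -0.861 and -0.395), although the paper's methods give the cultures of both strains the same range for the share of microglia, which bears against it. Laptm5, the brightest marker, had mean normalized log2 values of 6.78 in SAMR1-AL and 5.57 in SAMP8-AL, while Aif1 and Tmem119 had log2 fold changes of -0.046 and 0.28 and did not go with the others. Fewer transcripts per cell were not tested, and a difference between the strains themselves stays open as untested.

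Strain differences of the called probes form the second pattern, and the first array set holds only 1 SAMP8 sample per serum. The array set as their whole cause is argued against by the 508 probes called in P8AL-R1AL: SAMP8-AL replicate 1 differed from SAMR1-AL replicate 1, neither of them in the call, with a slope of 0.689 on the called values and the same sign in 91.5%, and SAMP8-CR replicate 1 differed from the 3 SAMR1-CR samples with 0.701 and 96.3%. Of 60 splits of the samples into strains within serum the real one gave 1643 probes and the highest other 30. The real split was thus the highest of the 60, which argues against chance for P8-R1 over both sera. Splits that mix the strains can widen the spread within groups, so their counts are not those of data without differences. The splits cannot tell strain from array set. For P8CR-R1CR alone (real 332, highest other 0) the 10 splits are too few. Collagens, matrix glycoproteins and fibroblast markers are a part for which strain and array set cannot be told apart: in SAMP8-AL replicate 1 their medians against SAMR1-AL were -0.111, -0.0882 and -0.116, from 1 sample. A biological difference between the strains stays open as untested.

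Opposite changes of lists with CR serum in the 2 strains form the third pattern, which would bring SAMP8 toward SAMR1. P8CR-P8AL and P8AL-R1AL share the SAMP8-AL samples, and their covariance over the probes was -0.0197. The spread of the shared samples alone is expected to give -0.0258, so chance values of these samples may give it. The covariance also lies within the middle 95% of the draws simulated with no CR effect, -0.0798 to 0.0111. These draws, and those below, shuffle residuals that are not independent within a group, which can widen their ranges. With the 3 SAMP8-AL samples divided between the 2 comparisons in 6 ways the covariance stayed below 0, at most -0.0101, yet 89 of 1000 draws with no effect went as low (middle 95% -0.0272 to 0.073), which leaves open whether CR opposed the strain difference. For CR-AL over both strains no probe passed limma and 498 had an unadjusted p under 0.05; 46 of the 100 splits of the samples into sera gave as many, the highest 2177, so chance cannot be excluded, and the highest points to a structure of the samples other than serum. A serum effect of its own in each strain, which the design names, stays open as untested.

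A test of the strain by serum interaction (camera) marked 21 lists, among them the 7 that passed with opposite changes in the 2 strains. None of the 21 passed with an estimated correlation (adjusted p 0.303 to 0.481). The interaction does not require opposite changes. Chaperones had medians of -0.17 in R1CR-R1AL and -0.044 in P8CR-P8AL, and mitosis -0.30 and -0.049. The change with CR in SAMP8 minus that in SAMR1 was 0.621 for cytosolic ribosomal proteins, 0.291 for mitochondrial ribosomal proteins, 0.149 for translation factors, 0.319 for complex I, 0.364 for complexes II to IV and 0.347 for ATP synthase. It was 0.332 for the proteasome core, 0.159 for chaperones, 0.245 for antioxidant enzymes, 0.188 for antigen presentation, 0.186 for microglia markers, 0.265 for mitosis and 0.260 for DNA replication. Negative differences were -0.536 for collagens, -0.475 for fibroblast markers, -0.371 for microfibrils and matrix glycoproteins, -0.316 for astrocyte markers, -0.260 for cell adhesion molecules, -0.258 for basement membrane, -0.247 for transcription factors and -0.103 for zinc finger genes. For most lists the samples without which a call ended are given above. Mitosis had an adjusted p = 1.92e-05 (adjusted p = 0.481 with an estimated correlation), lost without SAMR1-CR replicate 3 (0.341). Astrocyte markers had an adjusted p = 0.00643 (adjusted p = 0.459 with an estimated correlation), lost without SAMR1-CR replicate 1 (0.0989), SAMP8-CR replicate 2 (0.0581) and SAMP8-AL replicate 3 (0.123). Microglia markers had an adjusted p = 0.00174 (adjusted p = 0.479 with an estimated correlation), lost without SAMR1-AL replicate 2 (0.236), SAMP8-CR replicate 2 (0.0789) and SAMP8-AL replicate 3 (0.36). Fibroblast markers had an adjusted p = 0.00126 (adjusted p = 0.387 with an estimated correlation), lost without SAMP8-CR replicate 1 (0.0722). Antigen presentation had an adjusted p = 0.000266 (adjusted p = 0.341 with an estimated correlation), and passed without each of the 10 samples. Fibroblast markers also lost the call with the array set as a block (-0.27 with adjusted p = 0.0742).

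Transcripts of senescence genes that the paper's text does not discuss also passed between the strains. Cdkn2a, which codes for the cell cycle inhibitor p16 and for p19, was lower in SAMP8 by log2 fold changes of -1.82 with AL and -2.20 with CR serum. Cdkn2b, which codes for p15, was higher, by 1.34 and 0.976. Cxcl12, a chemokine, was higher by 1.12 with AL serum. Glb1, which codes for lysosomal beta-galactosidase, the enzyme of the paper's stain, was higher by 0.897 with CR serum.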

How the results depend on the processing

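Tests with the array set as a block, within the first or the second array set, with quantile normalization over all 12 samples and with only the genes detected in both groups (qPCR) were chosen only after seeing the data; 26 other settings were written before. Over all settings, 5316 list results stayed on their side of the threshold, 466 lost the call, 155 gained one and 27 reversed. A result that missed the threshold in both settings counted as staying, whatever its sign. The reversals therefore leave such turns of sign out. Col1a1 in P8CR-P8AL, for one, went from -0.493 to as high as 0.255 and counted as staying. For gene results the counts were 4356, 411, 74 and 4, and of the summary values 400 stayed and 67 moved. By limma 0 probes passed in R1CR-R1AL, P8CR-P8AL, the interaction and CR-AL under every setting run except some that leave out 1 sample (579, 346, 423 and 498 at unadjusted p under 0.05). The distance between the strains was smaller with CR than with AL serum under each of the 16 other settings in which it was computed. The cause was not tested except where named.

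All 12 samples gave 1057 probes in P8AL-R1AL, against 508 over the 10, with 1 more sample in each AL group. Detection p under 0.01 in every array tests fewer probes and gave 258 there, 181 in P8CR-R1CR, 999 in P8-R1 over both sera, 8 lists in P8CR-R1CR and qPCR correlations of 0.904 and 0.913. No detection filter gave 8 lists in P8CR-R1CR and a distance of 0.0614 with AL serum, and the deposited Z scores, in units of an array's SD, 0.0622. Background correction by neqc gave distances of 0.212 and 0.109, 10 lists in R1CR-R1AL and a qPCR correlation of 0.717 in P8CR-R1CR. Under neqc 202 probes were higher and 234 lower in P8AL-R1AL, under quantile normalization 223 and 237, against 314 and 194. Only the groups compared in the fit gave 1148 in P8AL-R1AL.

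By the Z ratio and z test of the methods, which adjust for no number of tests, 991 probes passed in P8AL-R1AL, 919 in P8CR-R1CR, 302 in R1CR-R1AL and 434 in P8CR-P8AL. With an estimated correlation 0 lists passed in each of the 5 comparisons. By fry 9 lists passed in P8AL-R1AL and 0 in P8CR-R1CR, R1CR-R1AL, P8CR-P8AL and the interaction, and by PAGE 20 in P8CR-R1CR.

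Among the settings chosen after seeing the data, the array set as a block gave 47 probes in P8AL-R1AL, 170 in P8CR-R1CR and 164 over both sera, with 10 and 9 lists in P8AL-R1AL and P8CR-R1CR. With all 12 samples it gave 870 over both sera and 11 and 8 lists. The first array set alone, which leaves 1 SAMP8 sample per serum, assumed to vary like the other groups, gave 74 and 80 probes and 9 and 9 lists. Quantile normalization over all 12 samples gave 1047 probes in P8AL-R1AL and 11 lists in R1CR-R1AL. Only genes detected in both groups gave qPCR correlations of 0.892 in P8AL-R1AL and 0.863 in P8CR-R1CR.

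Some lists reversed. Microglia markers had 0.0263 in R1CR-R1AL and 0.133 in P8CR-P8AL over all 12 samples (the replicate block and the array set block with all 12 included), 0.0282 and 0.115 with quantile normalization, 0.00911 in R1CR-R1AL within the first set and 0.0917 in P8CR-P8AL without SAMP8-AL replicate 2. Collagens had 0.0572 and 0.00977 in P8CR-P8AL under those same 12-sample settings. With the array set as a block over the 10 and 12 samples and within the first set, collagens had 0.0187, 0.0694 and -0.0621 in P8AL-R1AL, with a reversed test. Microfibrils and matrix glycoproteins had 0.0158, -0.0663 and -0.0956 there and -0.206, -0.20 and -0.181 in P8CR-R1CR. Fibroblast markers had -0.0538 and -0.143 in P8AL-R1AL with the 12-sample block and the first set, and collagens -0.0888 in P8CR-R1CR with the 12-sample block. Transcription factors, with a reversed test, had 0.0222 in R1CR-R1AL without SAMR1-AL replicate 2, where leaving out 1 sample gave up to 0.181; for microglia markers in P8CR-P8AL it gave down to -0.153. Among genes in P8AL-R1AL, reversed values were -0.0663 for Fbln1 with the array set as a block and all 12 samples, and -0.0550 for Col1a2, -0.173 for Fbln1 and -0.192 for Jag1 within the first set.

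Leaving out 1 sample at a time, probes past the threshold ran from 54 to 1053 in P8AL-R1AL, 213 to 484 in P8CR-R1CR, 0 to 47 in R1CR-R1AL, 0 to 9 in the interaction, 667 to 2278 over both sera and 0 to 6 in CR-AL, and stayed at 0 in P8CR-P8AL. Lists past the threshold ran from 11 to 24 in P8AL-R1AL, 4 to 10 in P8CR-R1CR, 4 to 17 in R1CR-R1AL, 10 to 16 in P8CR-P8AL and 17 to 22 in the interaction. The distance between strains was 0.0881 to 0.146 with AL and 0.0461 to 0.0861 with CR serum. The correlation of the CR effect between strains was -0.122 to 0.298, and of P8CR-P8AL with P8AL-R1AL -0.343 to -0.157. For Table S6 the correlation with qPCR was 0.809 to 0.848 in P8AL-R1AL, 0.749 to 0.787 in P8CR-R1CR, -0.480 to 0.232 in R1CR-R1AL and -0.0804 to 0.490 in P8CR-P8AL, and for Table S7 it was -0.347 to 0.505. Where an AL sample is left out, the 1 left is assumed to vary like the other groups.

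The replicate numbers were not taken to pair the samples, since neither the labels nor the paper say what a number shares, although samples of the same number and strain had correlations of their deviations from 0.0925 to 0.572 in 6 pairs (median 0.257, against -0.0694 for other numbers), and 8 of 12 samples correlated best with their own number, a hint from the data and not from the design. With a replicate block 821 probes passed in P8AL-R1AL and 1372 over all 12 samples, and in at least 1 of the 4 comparisons 984 and 1468, against 629. A block on the slide was not run, since the files name no slide. Fits of only the groups compared and the Z ratio give no interaction, P8-R1 or CR-AL. Signal over background limits dim probes, which have a bound only.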

Differences from the paper's values

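The counts here are probes at limma's adjusted p of 0.05, while the paper's are by Z ratio and z test. By the Z ratio of the methods, an alternative set before the data were examined, every count below came within 1.5 times the paper's.

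In at least 1 of the 4 comparisons 629 probes passed, against the paper's 1079. The Z ratio (1500), all 12 samples, the replicate block with 10 and with 12 samples and the fits without SAMR1-CR replicate 1, 2 or 3 came within 1.5 times, and the other 14 alternatives did not. In P8AL-R1AL 314 probes were higher, against the paper's 504. There the Z ratio (618), all 12 samples, the replicate block, only the groups compared and the fits without SAMR1-CR replicate 1, 2 or 3 or SAMP8-CR replicate 1 came within 1.5 times, and the other 14 did not. In the same comparison 194 were lower, against the paper's 312. The Z ratio (373), all 12 samples, neqc, quantile normalization, no detection filter, the replicate block, only the groups compared and the fits without SAMR1-CR replicate 1, 2 or 3 came within 1.5 times, and the other 12 did not.

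In P8CR-R1CR 167 probes were higher, against the paper's 446; the Z ratio gave 531, and none of the other 21 alternatives came within 1.5 times. Lower were 165, against the paper's 327; the Z ratio (388), the replicate block with 10 and with 12 samples and the fit without SAMR1-CR replicate 3 came within 1.5 times, and the other 18 did not.

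In R1CR-R1AL 0 probes were higher and 0 lower by limma (579 at unadjusted p under 0.05), against the paper's 257 and 152. The Z ratio gave 186 and 116, and the other 21 alternatives did not come within 1.5 times. In P8CR-P8AL 0 were higher and 0 lower by limma (346 at unadjusted p under 0.05), against the paper's 189 and 183. The Z ratio gave 227 and 207, and again the other 21 did not.

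Of the settings chosen after seeing the values, quantile normalization of all 12 samples (586 higher, 461 lower) and the array set as a block with all 12 (336 and 285) came within 1.5 times the paper's P8AL-R1AL counts. The copy of Table S1 used here is incomplete, so how many of the paper's calls they drop was not counted. Further filters on the Z ratio, 4 of them chosen after seeing the values, were run, and none of the 5 versions in all gave all 8 of the paper's counts.

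The paper finds more pathways changed by CR in SAMP8 than in SAMR1. Of the 42 lists here, 13 passed in SAMP8 and 17 in SAMR1 by camera, 19 and 23 by PAGE, and 0 and 0 with an estimated correlation (lowest adjusted p = 0.425 and 0.602). The paper describes a broad downregulation with CR in SAMR1. The lists that passed there were 6 higher and 11 lower by camera (adjusted p = 0.602 for each with an estimated correlation), while by the Z ratio more probes were higher than lower, as above, a balance that the centring of each array on its own mean largely sets. It describes the effects of CR as largely opposed in the 2 strains. All 7 lists past the threshold in both by camera went opposite ways here, 4 of them also past it in both over all 12 samples and none with an estimated correlation (adjusted p = 0.602 for each in SAMR1 and 0.425 to 0.549 in SAMP8), and over all lists the medians had opposite signs in 24 of 42. It describes ribosomal genes as restored by CR. With CR serum the list was higher in SAMP8 (median 0.26) and lower in SAMR1 (-0.36) than with AL serum. Neither passed with an estimated correlation (adjusted p = 0.549 and 0.602). Between the strains the list was lower by camera in P8CR-R1CR (median -0.13, adjusted p = 0.0188), closer to SAMR1 than in P8AL-R1AL. Of 27 other settings 11 ended that call: an estimated correlation (adjusted p = 0.908), fry (0.642), neqc, quantile normalization, the replicate block within strain, the fits without SAMR1-CR replicate 2 (0.914) and SAMP8-CR replicate 3 (0.0664), and 4 chosen after seeing the values, the array set as a block (0.0555, and 0.178 with all 12 samples), the first set alone (0.0781) and quantile normalization of all 12 samples. It describes insulin receptor signalling and blood vessel maturation as upregulated in SAMP8. Neither list passed camera in P8AL-R1AL (medians 0.19 and 0.26, adjusted p = 0.0504 and 0.0903). Both passed by PAGE (z 4.44 and 4.51), by fry (adjusted p = 0.0323 and 0.0323), with neqc, quantile normalization, no detection filter and the replicate block within strain, without SAMR1-AL replicate 3, and with quantile normalization of all 12 samples, which was chosen after seeing the values. Insulin receptor signalling also passed in the fit of only the groups compared and without SAMR1-CR replicate 3, SAMP8-CR replicate 1, SAMP8-CR replicate 2 or SAMP8-AL replicate 3. In P8CR-R1CR neither list passed by camera (0.037 with adjusted p = 0.457 and 0.15 with adjusted p = 0.331), both did by PAGE, and blood vessel development did without SAMP8-CR replicate 1 (0.0306).

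The paper describes glutathione metabolism as differentially upregulated by CR in SAMP8. The list rose in P8CR-P8AL (0.27 with adjusted p = 0.00324, adjusted p = 0.507 with an estimated correlation), and the test against its change in SAMR1 did not pass (0.042 with adjusted p = 0.0586) except with detection p under 0.01 in every array (0.0135), with the replicate block (0.0381), with the replicate block over all 12 samples (0.038) and without SAMR1-CR replicate 1 (0.0101), SAMR1-AL replicate 3 (0.00715), SAMP8-AL replicate 2 (0.0476) or SAMP8-CR replicate 3 (0.0316). It describes transcription as still upregulated in SAMP8 with CR serum. Transcription factors did not pass in P8CR-R1CR (0.11 with adjusted p = 0.151) except by PAGE (z 3.92), with no detection filter (0.0468) and without SAMR1-CR replicate 3 (0.0315), and zinc finger genes did not (0.078 with adjusted p = 0.108) except by PAGE (z 3.48) and, chosen after seeing the values, with the array set as a block (0.039) and within the first set (0.0252). Of the matrix it describes a part as not protected by CR. Collagens did not pass in P8CR-R1CR (0.19 with adjusted p = 0.51) except by PAGE (z 2.21) and without SAMP8-CR replicate 1 (0.00268). It describes iron ion transport as downregulated and the MAPKKK cascade as upregulated in SAMP8. Neither list passed in P8AL-R1AL (-0.14 with adjusted p = 0.223 and 0.16 with adjusted p = 0.323) except both by PAGE (z -2.83 and 2.21) and the MAP kinase list with no detection filter (0.023). It describes the maturation of blood vessels as upregulated by CR in SAMR1. Blood vessel development did not pass in R1CR-R1AL (0.069 with adjusted p = 0.752) except, chosen after seeing the values, within the first set (0.0261).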

Other observations

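The tests with the array set as a block were chosen only after seeing the data, and no further explanation is tested here. Pfkl, the liver form of phosphofructokinase, and Olig2 rose in SAMP8 with AL serum, with log2 fold changes of 1.10 (SE 0.22, adjusted p = 0.0171) and 0.84 (SE 0.14, adjusted p = 0.00906) in P8AL-R1AL, and did not pass with CR serum (0.62 with adjusted p = 0.0899 and 0.25 with 0.31). Over all 12 samples the adjusted p in P8AL-R1AL was 0.0044 for Pfkl and 0.000741 for Olig2. The call of Pfkl ended without SAMR1-AL replicate 3 (0.0744), SAMP8-AL replicate 2 (0.113) and SAMP8-AL replicate 3 (0.145), and that of Olig2 without SAMR1-AL replicate 2 (0.0853), SAMP8-AL replicate 2 (0.091) and SAMP8-AL replicate 3 (0.0529). With the array set as a block neither passed there (adjusted p 0.133 to 0.136).

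The senescence genes named further above held unequally. Cdkn2a passed with either serum without each of the 10 samples, and with the array set as a block it had adjusted p 0.0543 with AL and adjusted p 0.00153 with CR serum. A second probe of Cdkn2a, not kept as the brighter, had -0.43 in P8AL-R1AL (adjusted p = 0.0922). Cdkn2b did not pass in P8AL-R1AL without SAMR1-AL replicate 2 (0.0826), SAMP8-AL replicate 2 (0.0881) or SAMP8-AL replicate 3 (0.0935), nor in P8CR-R1CR without SAMP8-CR replicate 2 (0.0698) or SAMP8-CR replicate 3 (0.0539), nor with the block (adjusted p 0.286 and adjusted p 0.269). Cxcl12 did not pass without SAMR1-AL replicate 2 (0.107), SAMR1-AL replicate 3 (0.0735), SAMP8-AL replicate 2 (0.2) or SAMP8-AL replicate 3 (0.083), over all 12 samples (0.0993) or with the block (adjusted p 0.405). Gapdh, the reference of the qPCR, had -0.85 (SE 0.35, adjusted p = 0.166) in P8AL-R1AL, -0.32 over all 12 samples, and -0.38 (SE 0.28, adjusted p = 0.565) in P8CR-R1CR.

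Over both sera together, 1045 probes were higher and 598 lower in SAMP8 than in SAMR1 (1062 and 648 over all 12 samples, block on the array set 97 and 67). The total of 1643 fell to 667 without SAMP8-AL replicate 2 and to 688 without SAMP8-AL replicate 3. The first principal component of the 12 samples, with 39.8% of the variance, parted SAMP8 from SAMR1, and the second held 19.3%. Correlations between arrays of 1 group ran from 0.963 to 0.992, and over all pairs from 0.937. The recovery given next is from noise drawn apart for each probe. In the 10 samples with 200 probes changed by simulation, changes of 0.5 on the log2 scale were found in 14.9%, 25.4%, 20.9% and 20.9% of the probes in P8AL-R1AL, P8CR-R1CR, R1CR-R1AL and P8CR-P8AL, changes of 1 in 74.6%, 80.6%, 77.6% and 62.7%, and changes of 2 in 98.5%, 100%, 98.5% and 100%.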
